# Systemic miR-26a deficiency attenuates pulmonary fibrosis via PTEN upregulation and downstream TIMP-1 suppression

**DOI:** 10.1016/j.omtn.2025.102765

**Published:** 2025-11-05

**Authors:** Arisa Hamada, Kiyofumi Shimoji, Taku Nakashima, Kakuhiro Yamaguchi, Shinjiro Sakamoto, Yasushi Horimasu, Takeshi Masuda, Hiroshi Iwamoto, Hironobu Hamada, Yun Guo, Tomoharu Yasuda, Shigeru Miyaki, Noboru Hattori

**Keywords:** MT: Non-coding RNAs, miR-26a, microRNA, pulmonary fibrosis, TIMP-1, PTEN

## Abstract

Several microRNAs (miRNAs) have been implicated in the pathophysiology of pulmonary fibrosis; however, the detailed mechanisms remain unclear. miR-26a has demonstrated antifibrotic effects, particularly when its expression is suppressed in the airways. However, the effects of systemic miR-26a deficiency on pulmonary fibrosis have not been investigated. We found that miR-26a knockout (KO) mice exhibited reduced pulmonary fibrosis compared with wild-type (WT) mice. Whole-lung RNA sequencing analysis indicated that the mammalian target of rapamycin complex 1 (MTORC1) signaling and phosphoinositide 3-kinase/protein kinase B (PI3K/AKT) signaling pathways were elevated in the WT group compared with the KO group. Loss of miR-26a increases *PTEN* expression, a target gene of miR-26a, resulting in the reduction of *Timp1* levels downstream of the PI3K/Akt-mTOR pathway, thereby attenuating fibrosis. Transfection with miR-26a significantly suppressed *Pten* expression and increased *Timp1* and *Acta2* expression in primary lung fibroblasts *in vitro*. These results are consistent with the *in vivo* findings, which suggest that miR-26a promotes fibrosis, contrary to previous reports indicating an antifibrotic role for miR-26a. Our findings suggest that local and systemic inhibition of miR-26a may exert opposing effects, highlighting the importance of careful interpretation of miR-26a-targeted therapeutic strategies.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a disease characterized by the repeated damage and repair of alveolar epithelial cells (AECs), leading to the destruction of alveolar structures and subsequent fibrosis. IPF is an intractable disease without definitive treatment, and the average survival time after diagnosis is 3–5 years. Although several microRNAs (miRNAs) have been implicated in the pathogenesis of IPF, the detailed mechanisms remain unclear.^1^ miRNAs are single-stranded non-coding RNAs, typically 20–25 bases long, that bind to the 3′ untranslated region (3′ UTR) of target messenger RNAs with complementary sequences and play a role in regulating gene expression. Recently, miRNAs have been reported to be involved in processes such as development, differentiation, and cell proliferation and have been associated with various diseases, including pulmonary fibrosis.^2^^,^^3^

Among these miRNAs, miR-26a has been shown to suppress the expression of mothers against decapentaplegic homolog 4 (Smad4) and connective tissue growth factor (CTGF) and has been reported to have protective effects against lung fibrosis.^4^ Liang et al.^5^ have reported that miR-26a expression was decreased in the lungs of mice with bleomycin (BLM)-induced pulmonary fibrosis compared with healthy mice, as well as in the lungs of patients with IPF compared with healthy controls. Furthermore, the administration of antagomiR-26a, an miR-26a antagonist, into the trachea of mice reduced miR-26a expression in the lungs, worsened fibrosis, and increased hydroxyproline levels in the lung tissue. Conversely, intratracheal administration of agomiR-26a, an miR-26a agonist, resulted in reduced fibrosis and lower hydroxyproline levels in the lung tissue after BLM administration. The underlying mechanism appears to be that miR-26a acts in a lung-protective manner by suppressing CTGF, which promotes collagen production and fibrosis. Additionally, BLM stimulation increases transforming growth factor β (TGF-β) levels, which further stimulates Smad3 phosphorylation and nuclear translocation, resulting in decreased miR-26a expression. This decrease in miR-26a levels increases CTGF levels, thereby promoting collagen production and exacerbating fibrosis.

While miR-26a has been reported to have antifibrotic effects, these effects have primarily been observed with the suppression of miR-26a localized to the airways. However, the effects of systemic miR-26a deficiency on pulmonary fibrosis have not yet been investigated. Therefore, we conducted a study to determine whether systemic suppression of miR-26a would similarly exacerbate pulmonary fibrosis, as observed with airway-limited suppression of miR-26a, by administering BLM to miR-26a knockout (KO) mice and comparing the results with those from a wild-type (WT) control group.

## Results

### Evaluation of pulmonary fibrosis induced by BLM in miR-26a KO mice

First, we performed flow cytometry using the bone marrow, thymus, spleen, mesenteric lymph nodes, and peripheral blood leukocytes to analyze the immune cells in miR-26a KO mice. The results showed no significant abnormalities in the differentiation, maintenance, or distribution of B cells and T cells and no significant abnormalities in the production of memory B and T cells (Figures S1A–S1G). Furthermore, no significant difference in alveolar septal thickness was observed between the lung tissue sections of 8-week-old WT and KO mice, as analyzed using hematoxylin and eosin (H&E) staining and Azan staining (Figures S1H and S1I).

Next, we investigated the dynamics of miR-26a in C57BL/6J WT mice after BLM oropharyngeal aspiration (OA). Total cell and lymphocyte counts in the bronchoalveolar lavage fluid (BALF) were significantly increased by BLM OA (Figure 1A), and hydroxyproline levels were significantly elevated on day 14 compared with those on days 0 and day 3 (Figure 1B), confirming the induction of pulmonary fibrosis by BLM OA. miR-26a expression in the lungs, as measured using quantitative polymerase chain reaction (PCR), was significantly higher on day 14 than on day 0 (Figure 1C). We also measured the levels of other fibrosis-related miRNAs (miR-21, miR-29, and miR-199a) in the lungs of C57BL/6J WT and miR-26a KO mice and observed significant upregulations of fibrosis-related miRNAs 14 days after BLM OA in WT (Figure S1J) but not in KO mice (Figure S1K). Furthermore, in BALB/cJ mice, which are resistant to fibrosis, the hydroxyproline levels on day 14 after BLM OA were significantly lower than those in C57BL/6J mice (Figure S2A). Unlike in C57BL/6J mice, no significant increase in pulmonary miR-26a expression was observed in BALB/cJ mice (Figure S2B).

**Figure 1:**
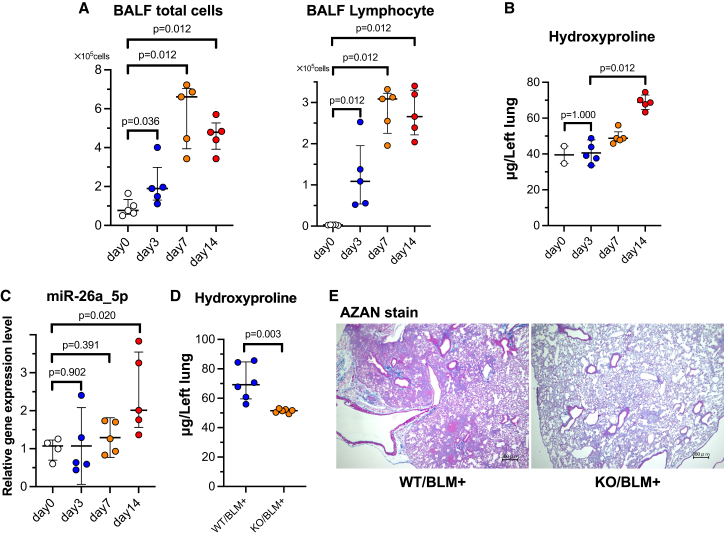
Evaluation of pulmonary fibrosis induced by BLM in miR-26a KO mice (A) Total cell and lymphocyte counts in BALF were measured 14 days after BLM administration (*n* = 5/group). (B) Hydroxyproline levels in the left murine lung were measured 14 days after BLM administration (*n* = 2–5/group). (C) Time course of miR-26a expression in BLM-injured murine lungs measured using quantitative PCR (*n* = 4–5/group). (D) Hydroxyproline levels in the left murine lung were measured 14 days after BLM administration (*n* = 6/group). (E) Representative images of Azan staining (high-power field) of murine lung sections. Scale bars, 300 μm.

We then compared the effects of BLM OA between miR-26a KO and WT mice (littermates without mutations were used). The hydroxyproline levels on day 14 were significantly lower in the KO group than in the WT group (Figure 1D). Histological analyses using Azan staining of lung tissues showed that fibrosis was less severe in miR-26a KO mice than in WT mice, which was consistent with the observed reduction in the hydroxyproline levels (Figure 1E).

### Cytokine evaluation in miR-26a KO mice

To investigate the potential reasons for the milder pulmonary fibrosis observed in miR-26a KO mice than in WT mice, we evaluated inflammation-related factors in the lungs and blood. In BALF analysis on days 7 and 14 after BLM OA, the total cell and lymphocyte counts were significantly lower in the KO group on day 14 (Figure 2A; lymphocyte [%] data are shown in Figure S3). Flow cytometry analysis of lung tissue 14 days after BLM OA revealed no significant differences between WT and miR-26a KO mice in the proportions of regulatory T cells (Tregs, defined as CD3+/CD4+/CD25+) within CD4+ T cells and cytotoxic T lymphocytes (CTLs, defined as CD3+/CD8+) within CD3+ T cells (Figure 2B).

**Figure 2:**
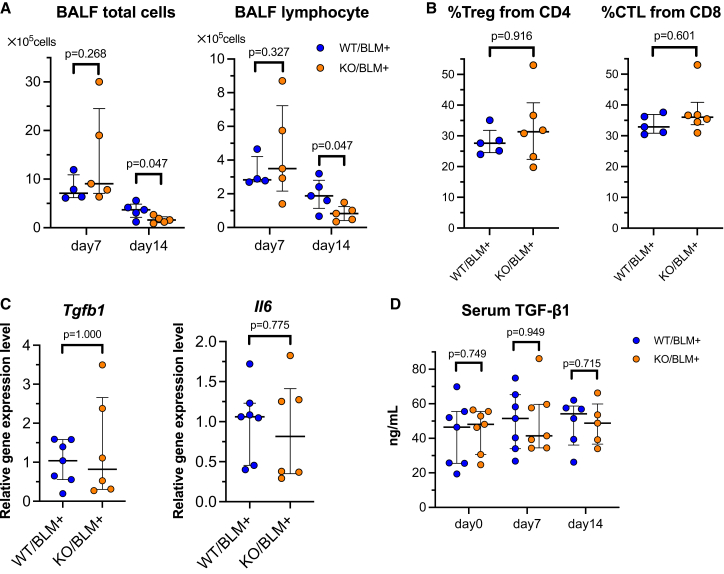
Cytokine evaluation in miR-26a KO mice (A) Total cell and lymphocyte counts in BALF were measured 7 and 14 days after BLM administration (*n* = 4–5/group). (B) Flow cytometry analysis of regulatory T cells (Tregs; CD3+/CD4+/CD25+) within CD4+ T cells and cytotoxic T lymphocytes (CTLs; CD3+/CD8+) within CD3+ T cells using murine lung 14 days after BLM administration (*n* = 5–6/group). (C) Quantitative PCR analysis of *Tgfb1* and *Il6* mRNA expression levels in murine lungs 14 days after BLM administration (*n* = 6–7/group). (D) ELISA analysis of TGF-β1 protein levels in the serum before and on 7 and 14 days after BLM administration (*n* = 5–7/group).

Regarding the mRNA expression levels of *Tgfb1 and Il6* in the lung tissue on day 14 after BLM OA, no significant differences were observed between WT and miR-26a KO mice (Figure 2C). Similarly, serum TGF-β1 levels on days 0, 7, and 14 after BLM OA also showed no significant differences between the two groups (Figure 2D).

### Suppression of the fibrosis-promoting molecule TIMP-1 via suppressing PI3K/Akt pathway in miR-26a KO mice

No significant differences in inflammatory factors were observed between the WT and miR-26a KO mice. To identify the factors that suppressed fibrosis in the KO mice, we performed a comprehensive comparison of total lung mRNA expression levels between the WT and KO groups using RNA sequencing analysis. 

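Whole-lung mRNA was counted in 12 mice: 3 WT and 3 KO mice on day 0, before BLM, and 3 WT and 3 KO mice on day 7 after BLM was given by oropharyngeal aspiration. The libraries were made by BRB-seq, which reads transcripts near their 3′ ends with primers that carry a barcode for the mouse and a unique molecular identifier (UMI). The submitters' processing notes name UMI-tools 1.1.1, Trim Galore 0.6.7, HISAT2 2.2.1, featureCounts 2.0.1 and the mouse genome build GRCm39, and the annotation release is not given in the sources used here. The deposited values are raw counts per gene and mouse, without normalization. On day 0 the total count ranged from 1293101 to 1872670 per WT mouse (median 1532038) and from 1052334 to 1588093 per KO mouse (median 1579813). On day 7 it ranged from 676124 to 2114003 per WT mouse (median 1948410) and from 500222 to 2351944 per KO mouse (median 1727558). The mice of a group differed from each other by more than counting noise (chi-square per gene from 2.12 to 9.30 over the pairs), so each was counted as 1 replicate. All day 0 libraries were made in the same library mix. On day 7 the 3 WT libraries were in 1 mix and the 3 KO libraries in another, so that mix and genotype cannot be told apart on that day. The paper's text names the iDEP platform for these data and states no test, filter or threshold for them. Its statistics section names the Wilcoxon/Kruskal-Wallis test and a threshold of 0.05 for the study in general. Here the 2 genotypes were compared within each day with edgeR's quasi-likelihood test on counts normalized by TMM, after its filter on low counts, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05, and its change is given as KO minus WT on the log2 scale. Gene groups were compared with the other genes by limma's camera test with a correlation between genes preset to 0.01, adjusted over 49 lists per day, and again with a correlation estimated from the data. With the estimated correlation no list passed on either day (lowest adjusted p 0.292 on day 0 and 0.221 on day 7). The lists were written from general knowledge, since the KEGG and HALLMARK collections were not at hand, and the lists, the main tests and the rule for naming genes were fixed before the data were examined. With 3 mice against 3, an exact permutation test cannot give a two-sided p below 0.1. Expression is given in CPM normalized by TMM, as mean ± SD.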

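Before BLM, the lungs of KO and WT mice differed in 9 of 11682 genes, 5 higher and 4 lower in KO. Spp1 (ENSMUSG00000029304), which encodes the secreted glycoprotein osteopontin, was at 92.9 ± 18.8 CPM in WT and 377 ± 25.9 CPM in KO (SD, n = 3), a 4.04-fold difference (log2 fold change 2.01, standard error 0.19, adjusted p = 0.000158 from edgeR). The others higher in KO were Xist, the RNA that silences an X chromosome (log2 fold change 1.88), Cdc42bpg, a kinase (1.37), Rasl11a, a small GTPase (1.54), and Bpifa1, a secreted airway protein (4.69, with WT counts of 0, 0 and 4). Lower in KO were Per3 of the circadian clock (−1.18), Rgcc, a regulator of the cell cycle (−1.05), Lypd2 (−1.57) and the predicted gene Gm49839 (−1.83), whose reads may come from an overlapping gene. Of 38 genes of the fibrotic matrix, none passed the test over all genes (7 higher and 0 lower adjusted over the list alone; median log2 fold change 0.16, adjusted p = 0.0137 from camera, adjusted p = 0.771 with an estimated correlation), and without KO mouse 1 their median was −0.12 while without WT mouse 2 or 3 the list did not pass (adjusted p up to 0.686 over the mice left out). No member passed among 25 genes of the TGF-beta pathway (median 0.16, adjusted p = 0.0689 from camera, and none adjusted over the list alone) or among 182 genes of mTORC1 signaling (median −0.05, adjusted p = 0.0747; 1 lower adjusted over the list alone). In a list of 238 PI3K-Akt genes, Spp1 alone passed (median 0.01, adjusted p = 0.959; 1 higher and 1 lower adjusted over the list alone). Markers of ciliated cells were lower as a group, with 0 of 14 passing alone (3 adjusted over the list alone; median log2 fold change −0.44, adjusted p = 2.18e-06 from camera, adjusted p = 0.292 with an estimated correlation). Genes of xenobiotic and glutathione metabolism were also lower as a group, with 0 of 30 passing alone (5 adjusted over the list alone; median log2 fold change −0.28, adjusted p = 5.81e-06 from camera, adjusted p = 0.320 with an estimated correlation). Markers of club cells, which hold many of these enzymes, had a median of −0.47 and did not pass (adjusted p = 0.0916 from camera; 1 of 9 higher and 0 lower), with a sum of 43640 ± 2880 CPM in WT and 27289 ± 3155 CPM in KO. In the principal-component analysis, 21.7% of the variance lay between the genotypes, where chance gives 20% and 4 of the 10 ways to split the mice gave as much (exact permutation test, p = 0.4). The genotypes lay apart along the PC2 axis (21.1% of the variance, 91.7% of it between genotypes) and not along the PC1 axis (37.0%, 5.08% of it between genotypes). Spp1 kept its call with each mouse left out, while the other 8 lost theirs without WT mouse 2 (adjusted p from 0.0840 for Xist to 0.247 for Per3, from edgeR), 6 of them without KO mouse 2 (0.0799 for Cdc42bpg to 0.325 for Rgcc and Per3), Rasl11a and Rgcc without WT mouse 1 or 3 (0.0640 to 0.178) and Per3 without WT mouse 1 (0.105), and Bpifa1 was at 8.12 without WT mouse 3. The count of genes was 1 without WT mouse 2, 3 without KO mouse 2, 16 without WT mouse 1, 30 without KO mouse 3 and 116 without KO mouse 1, and 20 with DESeq2 and 67 without a filter on low counts.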

Principal-component analysis (PCA) revealed no clear difference in distribution, and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis showed no significant pathways associated with pulmonary fibrosis between the WT and KO groups on day 0 (Figures S4A–S4C). 

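On day 7 after BLM, 648 of 12185 genes differed between the genotypes, 324 higher and 324 lower in KO, 243 of them by more than 2-fold. Chemokine and macrophage genes were among the 10 genes lower in KO that had the smallest adjusted p without an overlap of values. Ccl2, a chemokine that attracts monocytes, was at 58.8 ± 27.0 CPM in WT and 5.71 ± 1.85 CPM in KO (SD, n = 3; log2 fold change −3.26, standard error 0.34, adjusted p = 2.92e-05 from edgeR). C3ar1, the receptor of complement C3a, was also lower (log2 fold change −2.04), as were C1qa, a chain of complement C1q (−1.44), and Ccl17, a chemokine that attracts T cells (−1.28). Osteopontin (Spp1) was at 1152 ± 117 CPM in WT and 390.3 ± 94.96 CPM in KO (log2 fold change −1.58, standard error 0.17, adjusted p = 4.37e-05 from edgeR), the reverse of day 0. The others of these 10 were tenascin C (Tnc, −2.81), matrix Gla protein (Mgp, −1.18), Sprr1a of the squamous cell envelope (−1.76), Timp1 and Grrp1 (−1.58). Among the 10 genes higher in KO by the same rule, Inmt, a methyltransferase of lung stroma, was at 623 ± 195 CPM in WT and 2138 ± 368 CPM in KO (log2 fold change 1.79, standard error 0.20, adjusted p = 6.38e-05 from edgeR). Gstm1 (1.40) and Aox3 (1.65), enzymes of detoxification with paralogs that may share reads, were higher, as were Acoxl, related to peroxisomal acyl-CoA oxidases (1.63), G0s2, an inhibitor of lipolysis (1.28), and complement C5 (Hc, 1.36). The clock repressors Nr1d1 (2.91) and Nr1d2 (2.21), the muscle subunit Cox6a2 of cytochrome c oxidase (1.44) and Bex2 (2.50) were the others of these 10. Each of these genes kept its call with any 1 mouse left out. The 3 KO and 3 WT values did not overlap in 2790 genes (22.9%, where chance gives 10%). Of the variance in the principal-component analysis, 32.1% lay between the genotypes, more than in any other split of the mice (highest 23.5%; exact permutation test, p = 0.1, the smallest possible). The PC1 axis held 40.9% of the variance, 51.6% of it between genotypes, and the PC2 axis 23.9%, of which 44.4% lay between genotypes. On PC1 KO mouse 1 lay far out at 53.9, the other KO mice at −3.95 and 7.45, and the WT mice from −29.9 to −12.2. On PC2 KO mouse 1, at −13.1, lay among the WT mice (−27.3 to −3.70), and the other KO mice at 30.2 and 23.6. Mitochondrial transcripts made up 6.12%, 6.15% and 6.59% of the counts in WT mice and 8.10%, 8.24% and 9.90% in KO mice. The count of genes was 324 with DESeq2 and 1061 at an adjusted p under 0.1, and it fell to 334 without WT mouse 2, 375 without WT mouse 3, 404 without KO mouse 2 and 260 without KO mouse 3. Without the 2 mice of lowest total, WT mouse 1 and KO mouse 1, a step chosen after the totals were seen, the share between genotypes was 53.8%, where chance gives 33.3% with 4 mice (exact permutation test, p = 0.333) and 20% with 6.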

PCA showed that the WT and KO groups on day 7 were clearly distinct, indicating a difference in gene expression between the groups (Figures 3A and 3B). 

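Genes listed under mTORC1, the kinase complex that drives protein and lipid synthesis, were lower in KO lungs on day 7 as a group, by a small amount. Their mRNA does not measure the activity of mTORC1. Of the tested members of a list of mTORC1 signaling genes, 5 were higher in KO, 19 were lower and 170 did not pass (10 higher and 27 lower adjusted over the list alone), with a median log2 fold change of −0.16 (adjusted p = 0.0137 from camera). The adjusted p of the list is 0.338 with an estimated correlation. Lists of cell types and of dividing cells moved further on the same day, with medians of −1.01 in monocyte-derived macrophages, −0.75 in cell cycle genes, 0.80 in AT2 cells and 1.26 in muscle genes. Cdkn1a, an inhibitor of cyclin-dependent kinases, was at 608 ± 18.2 CPM in WT and 334 ± 23.3 CPM in KO (SD, n = 3; log2 fold change −0.86, standard error 0.13, adjusted p = 0.000959 from edgeR). Mthfd2, a mitochondrial enzyme of folate metabolism, was at 32.9 ± 1.25 CPM in WT and 12.7 ± 3.20 CPM in KO (log2 fold change −1.37). Ifi30, a lysosomal thiol reductase induced by interferon, had a log2 fold change of −0.85, and the lysosomal protease Lgmn one of −0.86. Genes of the unfolded protein response and of ATF4, a transcription factor that mTORC1 activates, were also lower, with 0 of 32 higher and 9 lower in KO (0 and 11 adjusted over the list alone; median log2 fold change −0.32, adjusted p = 5.99e-05 from camera, adjusted p = 0.342 with an estimated correlation). They included the chaperone Hspa5 (−0.97, and −0.64 without WT mouse 3), and Psat1 of serine synthesis (−1.36, adjusted p = 0.0515 from edgeR without WT mouse 2). Of 31 proteasome genes none passed alone, also adjusted over the list alone, and the group was lower (median log2 fold change −0.17, adjusted p = 0.00683 from camera, adjusted p = 0.351 with an estimated correlation; adjusted p = 0.0715 without KO mouse 3). Of 19 glycolysis genes, Pfkm was higher (1.14) and Pgk1 lower (−0.83) (1 and 2 adjusted over the list alone; median −0.14, adjusted p = 0.310 from camera). Genes of sterol synthesis, which mTORC1 is known to induce through SREBP, went the other way, with 2 of 22 higher in KO, Insig1 (0.66) and Acat2 (0.79), and 0 lower (3 and 0 adjusted over the list alone; median log2 fold change 0.21, adjusted p = 0.0167 from camera, adjusted p = 0.424 with an estimated correlation). Without WT mouse 2 the mTORC1 list had an adjusted p of 0.0631 (median −0.14), and without KO mouse 3 one of 0.0703 (median −0.14). The sterol list did not pass without WT mouse 1 or 3 or KO mouse 1 (adjusted p 0.0584 to 0.0716), its median was 0.08 without WT mouse 3 and 0.10 without KO mouse 2, and Pfkm, Pgk1, Insig1 and Acat2 each lost their calls without at least 4 of the 6 mice (adjusted p up to 0.163, 0.149, 0.180 and 0.188).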

Hallmark analysis revealed that MTORC1 signaling was elevated in the WT group compared with that in the KO group (Figure 3C). Additionally, KEGG enrichment analysis showed that the PI3K/AKT signaling pathway was enriched in the WT group compared with the KO group (Figure 3D).

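The PI3K-Akt genes lower in KO on day 7 were mostly matrix proteins of the fibrotic response, such as fibronectin and thrombospondin. Among the 324 genes lower in KO, and so higher in WT, on day 7, 16 belonged to a list of 248 tested PI3K-Akt genes, where 6.59 would fall by chance. This is a 2.43-fold enrichment (one-sided Fisher's exact test, p = 0.000980). Of these, 9 were matrix proteins, which bind integrins upstream of PI3K: 9 of 32 matrix proteins were lower in KO and 0 higher (14 and 1 adjusted over the list alone; median log2 fold change −0.27, adjusted p = 0.000813 from camera, adjusted p = 0.352 with an estimated correlation). Fibronectin (Fn1) was at 1016 ± 425 CPM in WT and 374 ± 88.8 CPM in KO (SD, n = 3; log2 fold change −1.46, standard error 0.23, adjusted p = 0.00106 from edgeR). Thrombospondin 1 (Thbs1), a matrix glycoprotein that can activate latent TGF-β, was at 260.2 ± 152 CPM in WT and 73.8 ± 21.5 CPM in KO (log2 fold change −1.89). Of 125 kinases of the pathway and their effectors, 2 were higher and 2 lower in KO (2 and 2 adjusted over the list alone), with a median of −0.08 (adjusted p = 0.396 from camera). Beside Cdkn1a, these were Nr4a1 (1.47), Cdkn1b (0.59) and Atf4 (−0.61). Of 32 growth factors and cytokines, 1 was higher and 2 lower in KO (2 and 2 adjusted over the list alone), namely the growth factors Flt3l at 1.00 and Igf1 at −0.77 and the EGF receptor ligand Areg at −1.001 (median 0.04, adjusted p = 0.349). Among 42 receptors, 2 were higher and 2 lower in KO (5 and 2 adjusted over the list alone), namely Fgfr2 at 0.87, Met at 0.66, Il4ra at −0.66 and Osmr at −0.88 (median 0.01, adjusted p = 0.868). Among 17 integrins, 1 was higher and 1 lower in KO (1 and 1 adjusted over the list alone): Itga8 at 0.71 and Itga6 at −0.60 (median −0.04, adjusted p = 0.967). As a whole the list had 6 higher and 16 lower in KO (9 and 22 adjusted over the list alone) and a median of −0.07, and did not pass (adjusted p = 0.354 from camera). Without the matrix proteins the enrichment was 1.22-fold (7 of 216 genes; one-sided Fisher's exact test, p = 0.352), and without KO mouse 2 it was 1.91-fold (same exact test, p = 0.0748), while the matrix list had an adjusted p of 0.0676 from camera. It was 3.85-fold with DESeq2, 4.87-fold with a filter of 0.5 CPM in 1 library and 3.89-fold without KO mouse 3 (same exact test, p = 7.70e-06, 2.48e-07 and 0.000253), and from 2.09-fold to 3.00-fold in the other alternatives. Fisher's test takes genes as independent, though they are not, and its p does not measure the spread between mice. The whole list passed without KO mouse 1 (median −0.10, adjusted p = 0.0469 from camera), without both mice of lowest total (median −0.14, adjusted p = 0.00859) and in preranked GSEA (normalized enrichment score −1.68), while Areg lost its call with DESeq2, Nr4a1, Itga8 and Flt3l theirs without WT mouse 2 or KO mouse 3, Il4ra without KO mouse 2, Osmr without KO mouse 2 or WT mouse 3, Atf4 and Igf1 without WT mouse 2 or 3 or KO mouse 2 or 3, and Cdkn1b, Itga6 and Met without any mouse but KO mouse 1, WT mouse 1 and KO mouse 2 in turn (adjusted p from 0.0500 to 0.208 from edgeR). The paper states that TIMP-1 is suppressed in KO mice through a suppressed PI3K/Akt pathway, and also draws on PTEN protein and on transfection of cells with miR-26a. The counts give the mRNA of the pathway's members and do not measure its activity.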

**Figure 3:**
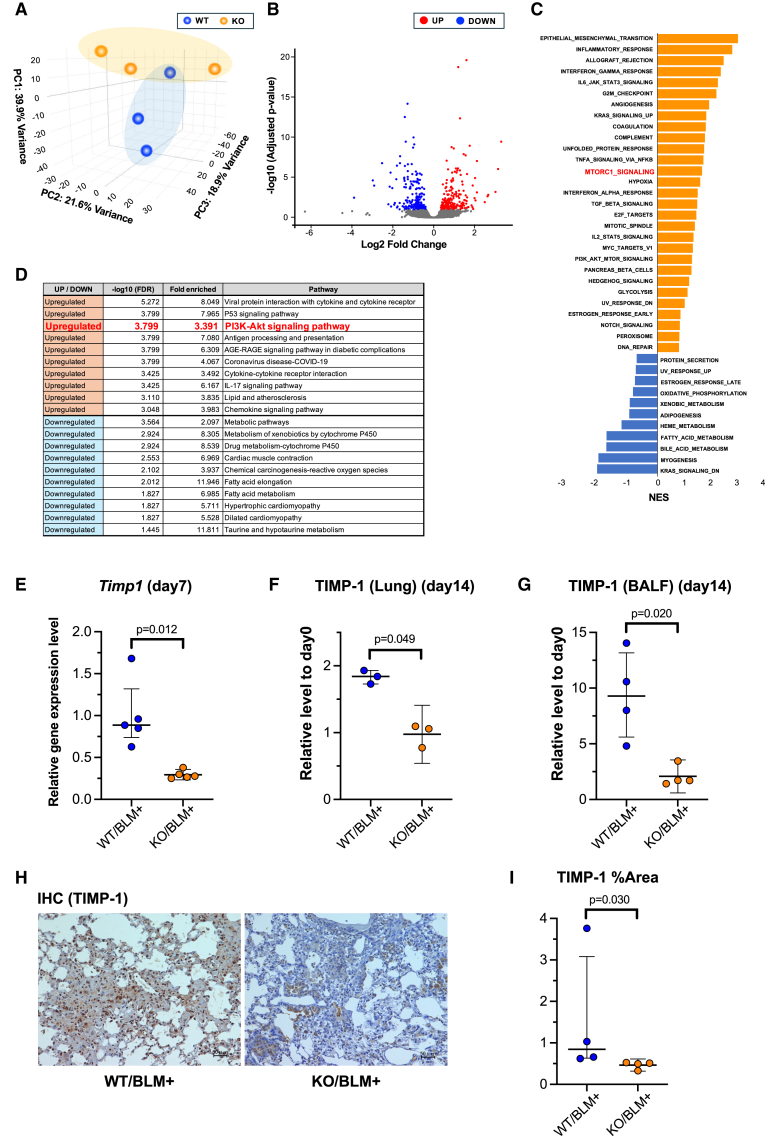
Suppression of the fibrosis-promoting molecule TIMP-1 via inhibition of the PI3K/Akt pathway in miR-26a KO mice RNA sequencing of WT and miR-26a KO murine lungs was conducted on day 7 after BLM administration (*n* = 3/group). (A) Each dot represents one sample subjected to principal-component analysis (PCA). (B) Volcano plot of differential gene expression between WT and miR-26a KO groups (*n* = 3/group): the upregulated genes are dotted in red and downregulated in blue. (C) Upregulated and downregulated terms in the hallmark analysis when comparing the WT and miR-26a KO group. (D) Top 10 enriched signaling pathways following KEGG enrichment analysis. (E) Quantitative PCR analysis of *Timp1* mRNA expression in murine lungs on day 7 after BLM administration (*n* = 5/group). (F and G) ELISA analysis of TIMP-1 protein levels in murine lungs and BALF 14 days after BLM administration (*n* = 3–4/group). Values were normalized to the mean value of the day 0 control. (H) Immunohistochemical staining of WT and miR-26a KO murine lungs on day 14 after BLM administration using anti-TIMP-1 antibodies. Scale bars, 50 μm. (I) Quantification of the stained area (% of the total field) in the immunohistochemical staining images shown in Figure 3H (*n* = 4/group).

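In the RNA sequencing of day 7, Timp1 (ENSMUSG00000001131), an inhibitor of matrix metalloproteinases, was at 260.2 ± 134 CPM in WT and 62.0 ± 13.6 CPM in KO (SD, n = 3), 4.47-fold lower in KO (log2 fold change −2.16, standard error 0.27, adjusted p = 0.000186 from edgeR). Every KO value lay below every WT value (exact permutation test, p = 0.1), and the 95% interval of the log2 fold change ran from −2.73 to −1.59. The other tissue inhibitors did not pass: Timp2 had a log2 fold change of −0.10 (adjusted p = 0.764 from edgeR), Timp3 of −0.09 (adjusted p = 0.852) and Timp4 of −0.62 (adjusted p = 0.554). Of 19 metalloproteinases and inhibitors, 1 was higher and 6 lower in KO (1 and 6 adjusted over the list alone), with a median log2 fold change −0.29, adjusted p = 0.00225 from camera, adjusted p = 0.254 with an estimated correlation. Stromelysin 1 (Mmp3) was at −1.52, the macrophage elastase Mmp12 at −1.22, and the aggrecanase Adamts4 at −2.44 (adjusted p = 0.0520 without WT mouse 3). Genes of the fibrotic matrix were lower as well: 18 of 41 were lower in KO and 0 higher (25 and 1 adjusted over the list alone; median log2 fold change −0.74, adjusted p = 1.95e-09 from camera, adjusted p = 0.347 with an estimated correlation). Col1a1, the α1 chain of type I collagen, was at 972 ± 314 CPM in WT and 440.3 ± 103 CPM in KO (log2 fold change −1.16, standard error 0.20, adjusted p = 0.00251 from edgeR). Collagen Col3a1 was at −1.30, elastin (Eln) at −0.96 and the TGF-β-induced matrix protein Tgfbi at −1.14. Of 26 genes of the TGF-beta pathway and its targets, 0 were higher and 4 lower in KO (0 and 9 adjusted over the list alone), with a median log2 fold change −0.35, adjusted p = 4.94e-05 from camera, adjusted p = 0.347 with an estimated correlation. They included the matricellular protein Ccn2 (CTGF), at 110.3 ± 33.0 CPM in WT and 54.1 ± 4.52 CPM in KO (log2 fold change −1.09, standard error 0.19, adjusted p = 0.00229 from edgeR), Tgfbi, Serpine1, an inhibitor of plasminogen activators (−1.41), and Tgfb1 itself (−1.33, adjusted p from 0.0977 to 0.109 without WT mouse 2, KO mouse 2 or KO mouse 3). Tgfb1 rests on few counts, 76 over the WT mice and 28 over the KO mice of day 7. From day 0 to day 7, which also parts the sequencing runs, its log2 expression differed by 0.10 in WT and by −1.54 in KO. On day 14 the paper's qPCR of lung Tgfb1 showed no significant difference between the genotypes. Smad3 (−0.03, adjusted p = 0.967 from edgeR) and Smad4 (−0.08, adjusted p = 0.852) did not pass, nor did Acta2, the smooth muscle actin of myofibroblasts, at 369.6 ± 142 CPM in WT and 274 ± 67.2 CPM in KO (log2 fold change −0.45, standard error 0.22, adjusted p = 0.271 from edgeR). Of 18 markers of activated fibroblasts and myofibroblasts, 0 were higher and 7 lower in KO (1 and 9 adjusted over the list alone), with a median log2 fold change −0.56, adjusted p = 0.000452 from camera, adjusted p = 0.347 with an estimated correlation. Without WT mouse 3, the highest of the WT mice in Timp1, the log2 fold change of Timp1 was −1.69, the median of the fibrotic matrix −0.49 and that of the TGF-beta list −0.19, and all 3 kept their calls.

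**Figure D1:**
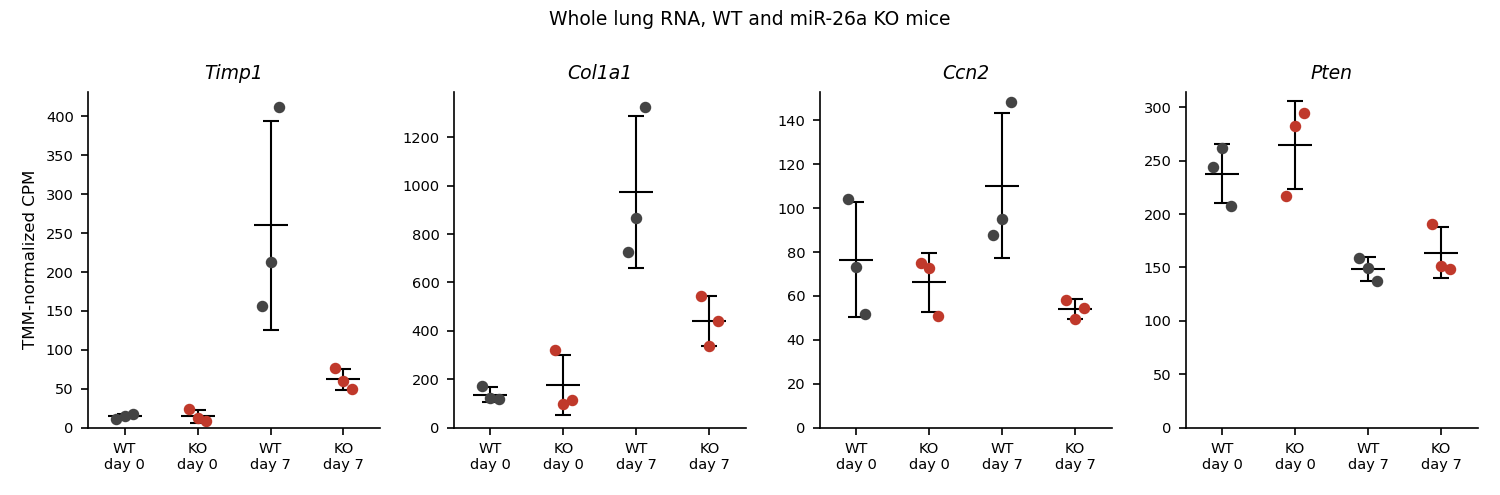
Normalized expression (CPM) of Timp1, Col1a1, Ccn2 and Pten in each mouse of the WT and KO groups on days 0 and 7; points are mice and bars are mean ± SD (n = 3). On day 7 the 3 KO mice lie below the 3 WT mice for Timp1, Col1a1 and Ccn2, and the groups overlap for Pten.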

To further investigate this, we focused on individual genes related to fibrosis and those downstream of the PI3K/Akt-mTOR pathway. *Timp1* mRNA expression in the lung tissue of the KO group showed a marked decrease on day 7 after BLM OA compared with that in the WT group (Figures 3E and S5A). At the protein level, enzyme-linked immunosorbent assay (ELISA) measurements showed that lung TIMP-1 levels on day 14 were significantly suppressed in the KO group compared with those in the WT group (Figures 3F and S5B). Similarly, the increase in BALF TIMP-1 on day 14 was also suppressed in the KO group compared with that in the WT group (Figures 3G and S5C). Immunostaining of lung tissue samples collected on day 14 after BLM administration further confirmed that TIMP-1 expression was reduced in the KO group compared with the WT group (Figure 3H), which was also statistically validated through quantitative analysis using ImageJ2 (Figure 3I).

### PTEN as a direct target of miR-26a

We further explored genes as regulators of the PI3K/AKT pathway that could potentially be targets of miR-26a. This analysis led us to focus on the *Pten* gene, which has been shown to be a target of miR-26a (TargetScan: http://www.targetscan.org/) (Figure 4A). 

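In the RNA sequencing, Pten (ENSMUSG00000013663), the phosphatase that opposes PI3K, was at 149 ± 10.9 CPM in WT and 164 ± 23.7 CPM in KO on day 7 (SD, n = 3; log2 fold change 0.12, standard error 0.15, adjusted p = 0.717 from edgeR). The KO and WT values overlapped (exact permutation test, p = 0.5), and the 95% interval of the log2 fold change ran from −0.19 to 0.43. On day 0 Pten was at 238 ± 27.8 CPM in WT and 265 ± 41.5 CPM in KO (log2 fold change 0.15, standard error 0.19, adjusted p = 0.979 from edgeR). Akt1 had a log2 fold change of −0.10 (adjusted p = 0.770 from edgeR) on day 7 and Mtor one of −0.13 (adjusted p = 0.849). Of 30 genes reported as targets of miR-26a, listed from general knowledge, 0 were higher and 4 lower in KO (0 and 4 adjusted over the list alone) on day 7 (median −0.07, adjusted p = 0.310 from camera). The 4 lower ones were Ccn2, the collagen Col1a2 (−0.75), the histone methyltransferase Ezh2 (−0.76) and the cytokine Lif (−1.59). On day 0 the same list was higher in KO as a group, with 0 of 27 passing alone (1 higher adjusted over the list alone; median log2 fold change 0.16, adjusted p = 0.0137 from camera, adjusted p = 0.292 with an estimated correlation). The loss of miR-26a cannot be checked here, since it is not among the genes counted. Of 3 genes that hold a miRNA of the miR-26 family in an intron (miR-26a in Ctdspl and Ctdsp2, miR-26b in Ctdsp1), on day 7 Ctdspl was higher in KO, at 164 ± 12.4 CPM in WT and 240.3 ± 35.0 CPM in KO (log2 fold change 0.55, standard error 0.15, adjusted p = 0.0360 from edgeR), while Ctdsp2 (0.35) and Ctdsp1 (0.36) did not pass (3 higher adjusted over the list alone; median log2 fold change 0.36, adjusted p = 0.0167 from camera, adjusted p = 0.347 with an estimated correlation). Ctdspl lost its call without any mouse but KO mouse 2 (adjusted p from 0.0805 to 0.242 from edgeR), the family without KO mouse 1 (adjusted p = 0.0516 from camera), Ezh2 and Lif without WT mouse 3, KO mouse 2 or KO mouse 3 (adjusted p from 0.0889 to 0.443; Lif at −0.94 without WT mouse 3), and Col1a2 without these or WT mouse 2 (up to 0.0884). The target list passed on day 7 without WT mouse 1 (median −0.13, adjusted p = 0.0494 from camera) and without both mice of lowest total (median −0.09, adjusted p = 0.0306), and on day 0 it did not pass without WT mouse 1 (median 0.10, adjusted p = 0.0970) or with fry (adjusted p = 0.149).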

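The 3′ UTR of mouse Pten holds 5 sites that pair with the seed of miR-26a, the bases next to its 5′ end. Mature miR-26a-5p reads UUCAAGUAAUCCAGGAUAGGCU, and a full 8-base site for it reads TACTTGAA. In the reference used here (GRCm38 with the GENCODE M21 annotation), Pten lies on the plus strand of chromosome 19, and its annotated 3′ UTR in exon 9 of 9 runs from 32820029 to 32826160, 6132 nt in all. The only 8-base site lies at 32821306 to 32821313, 1278 nt into the UTR, in the sequence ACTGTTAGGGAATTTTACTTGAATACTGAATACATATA, with 7 bases in a row paired to the seed. The 7-base site ACTTGAA, which lacks the pair at miRNA position 8, occurs 3 more times, 48, 2622 and 3985 nt into the UTR. A 6-base site, ACTTGA, starts 1102 nt into it. These positions come from the reference sequence alone, on an earlier build than the one the counts were made on.

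**Figure D2:**
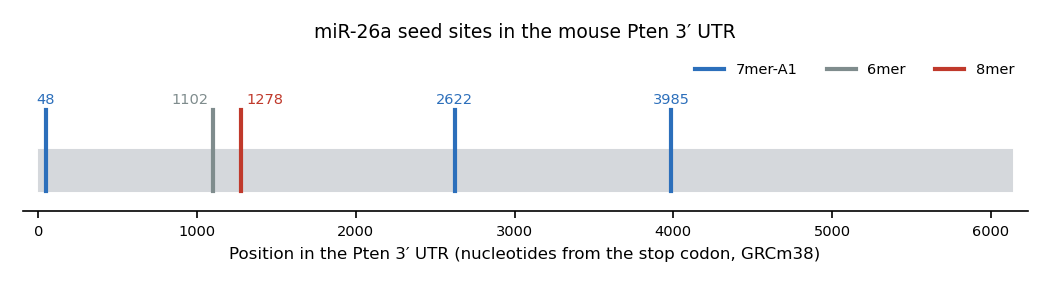
Map of the miR-26a seed sites along the 3′ UTR of mouse Pten, in nt from the stop codon (GRCm38). The 8-base site lies at 1278 nt, between the 7-base sites at 48 and 2622 nt.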

Using lung tissue samples collected on day 7 after BLM administration, we measured *Pten* mRNA levels and found that *Pten* expression was significantly elevated in the KO group compared with that in the WT group (Figure 4B). Additionally, PTEN protein levels were quantified using ELISA, showing that the KO group had significantly higher PTEN protein levels in the lung tissue on day 14 than the WT group (Figure 4C). Immunostaining further confirmed that PTEN expression was enhanced in the KO group compared with the WT group (Figure 4D), which was also statistically validated through quantitative analysis (Figure 4E). In flow cytometry analysis of total lung cells on day 7 after BLM OA, the percentage of CD45−/EpCAM+ cells, defined as epithelial cells, was approximately 9.5% in the KO/BLM group, compared with less than 5% in the WT/BLM group (Figure S6).

**Figure 4:**
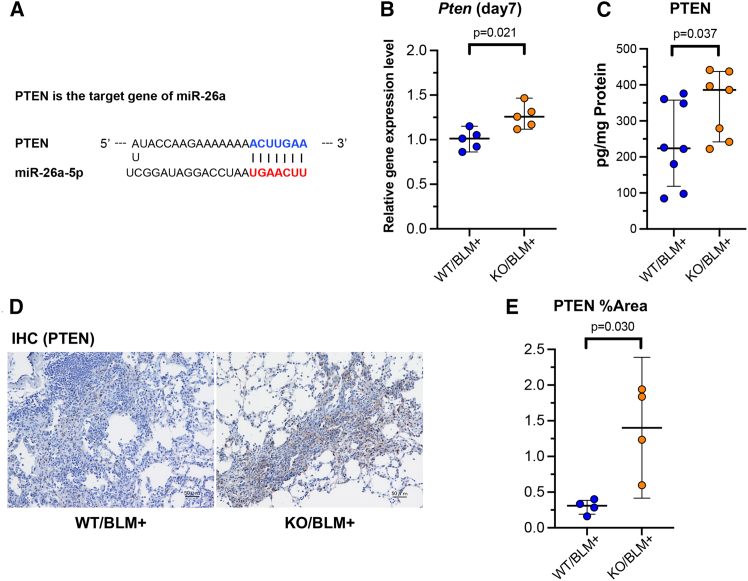
PTEN as a direct target of miR-26a (A) Sequence alignment showing the complementarity between miR-26a and PTEN. (B) Quantitative PCR analysis of *Pten* mRNA expression in WT and miR-26a KO murine lungs on day 7 after BLM administration (*n* = 5/group). (C) ELISA analysis of PTEN protein levels in WT and miR-26a KO murine lungs on day 14 after BLM administration (*n* = 7–8/group). (D) Immunohistochemical staining of WT and miR-26a KO murine lungs on day 14 after BLM administration using anti-PTEN antibodies. Scale bars, 50 μm. (E) Quantification of the stained area (% of total field) in the immunohistochemical staining images shown in Figure 4D (*n* = 4/group).

### Differences in the effects of miR-26a by cell type

To explore the potential cell-type-specific effects of miR-26a, which might explain the reduced pulmonary fibrosis observed in miR-26a KO mice, we transfected miR-26a into the fibroblasts derived from the whole lungs of WT and KO mice and measured the mRNA expression levels of fibrosis-related genes using quantitative PCR. Transfection with miR-26a significantly increased miR-26a levels in both groups, confirming successful transfection (Figures 5A and 5E). Regarding *Pten* expression, transfection with miR-26a significantly suppressed *Pten* in both groups (Figures 5B and 5F). Furthermore, *Timp1* and *Acta2* expression was significantly increased in both groups after miR-26a transfection (Figures 5C, 5D, 5G, and 5H). A similar difference was observed in the LA-4 epithelial cells transfected with miR-26a, which showed suppressed *Pten* expression and increased *Timp1* and *Acta2* expression (Figures 5J, 5K, and 5L). Consistently, the human lung fibroblast cell line MRC-5 and the human alveolar epithelial cell line A549 transfected with miR-26a exhibited similar expression changes, showing decreased *Pten* and increased *Timp1* and *Acta2* expression (Figures 6A–6H).

**Figure 5:**
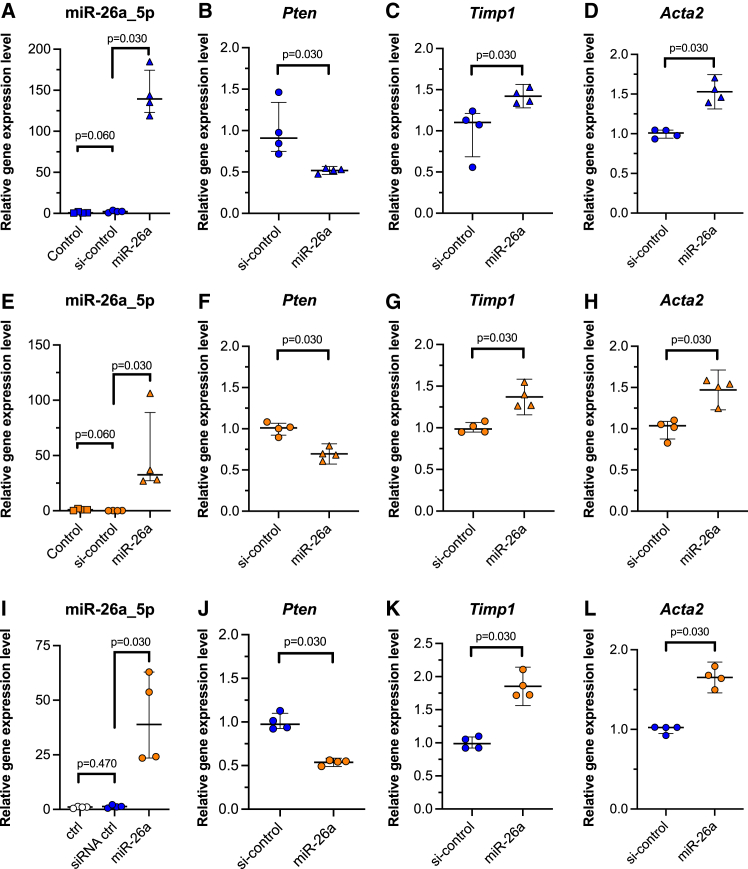
Differences in the effects of miR-26a in mouse-derived cells (A, E, I) miR-26a levels in primary lung fibroblasts transfected with control, siRNA control, and miR-26a. (A) shows fibroblasts derived from WT mice; (E) shows those from miR-26a KO mice; (I) shows LA-4 cells (*n* = 4/group). (B–D) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in primary lung fibroblasts derived from WT mice after miR-26a transfection, analyzed using quantitative PCR (*n* = 4/group). (F–H) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in primary lung fibroblasts derived from miR-26a KO mice after miR-26a transfection, analyzed using quantitative PCR (*n* = 4/group). (J–L) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in LA-4 cells after miR-26a transfection, analyzed using quantitative PCR (*n* = 4/group).

**Figure 6:**
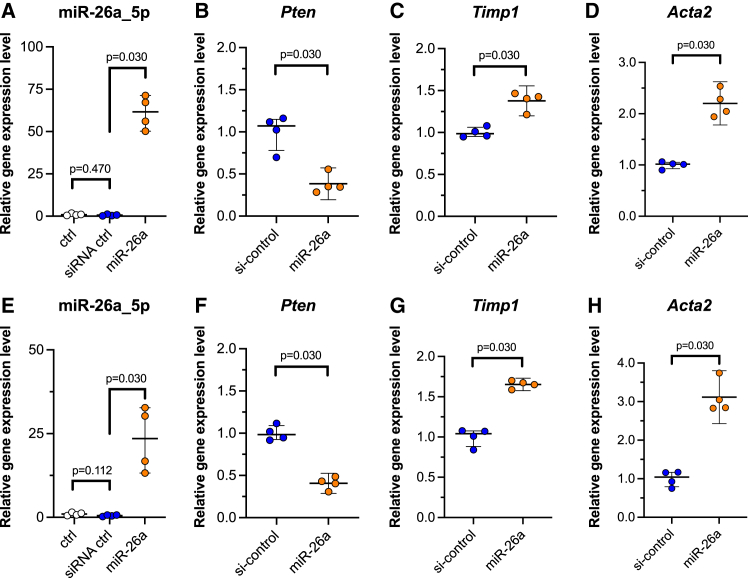
Differences in the effects of miR-26a in human-derived cells (A and E) miR-26a levels in MRC-5 cells and A549 cells transfected with control, siRNA control, and miR-26a. (A) shows MRC-5 cells; (E) shows A549 cells (*n* = 4/group). (B–D) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in MRC-5 cells after miR-26a transfection, analyzed using quantitative PCR (*n* = 4/group). (F–H) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in A549 cells after miR-26a transfection, analyzed using quantitative PCR (*n* = 4/group).

Systemic miR-26a KO enhances PTEN expression and suppresses the fibrosis-promoting molecule TIMP-1 by inhibiting the PI3K/Akt-mTOR pathway, thereby attenuating pulmonary fibrosis, as summarized in graphical abstract.

## Discussion

In this study, we demonstrated for the first time that miR-26a KO mice exhibited milder pulmonary fibrosis than WT mice following intratracheal BLM administration. A previous study conducted at different time points has reported decreased miR-26a expression in the lungs of BLM-injured mice and patients with IPF.^5^ Additionally, the intratracheal administration of antagomiR-26a, an miR-26a antagonist, in mice reduced miR-26a expression in the lungs and exacerbated pulmonary fibrosis. Conversely, intratracheal administration of agomiR-26a, an miR-26a agonist, ameliorated histological fibrosis and hydroxyproline levels in the lung tissue following BLM administration. Based on this report, we hypothesized that miR-26a KO mice would exhibit exacerbated pulmonary fibrosis compared with WT mice following BLM administration. However, our experimental results using identical animal models and fibrosis induction methods as those described in previous reports^5^ revealed a significant increase in miR-26a expression levels on day 14 after BLM administration in WT mice (Figure 1C). Furthermore, miR-26a KO mice exhibited significantly lower hydroxyproline levels and milder histological fibrosis after BLM administration (Figures 1D and 1E), contradicting our initial hypothesis. These contrasting results—where pulmonary fibrosis is exacerbated when miR-26a is locally knocked down in the airways but ameliorated when miR-26a is knocked out systemically—suggest that systemic effects may counteract the fibrosis-promoting effects of local miR-26a suppression in the lungs.

As a potential mechanism, we first investigated the role of inflammation, which typically precedes pulmonary fibrosis, to determine whether differences in inflammatory responses between miR-26a KO and WT mice accounted for the observed phenotype. Initially, we confirmed that there were no major abnormalities in the differentiation, maintenance, or distribution of B cells and T cells in KO mice (Figures S1A–G). Furthermore, there was no significant difference in lung structure between the WT and KO groups (Figures S1H and S1I), and whole-lung RNA sequencing also revealed no marked differences (Figure S4). We then considered whether miR-26a KO mice might exhibit reduced susceptibility to fibrosis owing to attenuated systemic inflammation. For instance, elevated serum interleukin (IL)-6, an inflammatory cytokine, has reported to be a predictive marker for acute exacerbation of IPF and a useful indicator of mortality risk.^6^ Additionally, IL-6-deficient mice have been shown to exhibit reduced macrophage and neutrophil accumulation following BLM administration, resulting in attenuated pulmonary fibrosis.^7^ However, in our study, no significant difference was observed in lung *Il6* mRNA levels between WT and KO mice after BLM administration (Figure 2C). Next, we examined the expression of TGF-β1, a well-known fibrosis-inducing cytokine implicated in various tissues, including the lungs. TGF-β has been shown to induce epithelial-mesenchymal transition in AECs *in vitro*.^8^ Moreover, elevated TGF-β expression in the lungs of patients with IPF has been reported, and active TGF-β expression in rat lungs has been demonstrated to induce a pronounced fibrotic response.^9^ Based on this, we hypothesized that miR-26a KO mice might exhibit lower TGF-β1 expression in the lungs and serum, resulting in milder fibrosis. However, no significant differences were observed in lung *Tgfb1* mRNA or serum TGF-β1 protein levels between WT and KO mice (Figures 2C and 2D). Additionally, no differences were observed in the proportions of Tregs or CTLs in the lungs after BLM administration (Figure 2B). Taken together, these findings suggest that differences in immune cell populations or inflammation-related factors are unlikely to account for the milder pulmonary fibrosis observed in miR-26a KO mice.

Second, we hypothesized that the absence of suppression of mRNA translation might contribute to the amelioration of fibrosis and conducted a comprehensive investigation using RNA sequencing. PCA of WT and KO mice revealed differences in distribution between the WT and KO groups on day 7 but not differences on day 0 (Figures 3A, 3B, and S4). 

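Some genes differed between the genotypes in opposite ways on the 2 days. The difference between the genotype effect on day 7 and that on day 0 passed the test in 196 of 12785 genes, with the effect more positive on day 7 in 112 and more negative in 84. This test also passes genes whose effects differ in size alone. Genes called on both days by the tests within each day numbered 5, and 1 of them had the same sign. Spp1, higher in KO before BLM and lower after it, had the smallest p: its genotype effect differed by −3.60 on the log2 scale (standard error 0.28, adjusted p = 1.55e-08 from edgeR). From day 0 to day 7 its log2 expression differed by 3.61 in WT and by 0.01 in KO. The clock repressors Nr1d1 and Nr1d2 went the other way, with differences of 4.11 and 3.14 (adjusted p = 3.94e-06 for both from edgeR). On day 0 Nr1d1 was at 56.2 ± 11.8 CPM in WT and 24.1 ± 6.39 CPM in KO (SD, n = 3), and on day 7 at 3.16 ± 0.913 CPM in WT and 23.0 ± 6.45 CPM in KO. Cbr2, a carbonyl reductase of club cells, differed by 2.62 between the days (standard error 0.32, adjusted p = 3.53e-05 from edgeR), from 7295 ± 393 CPM in WT and 3153 ± 411 CPM in KO on day 0 to 1059 ± 309.6 and 2815 ± 436 CPM on day 7. The detoxifying enzyme Aox3 differed by 1.96. Of these 5 genes, only Spp1 was called on day 0 by the test within that day. In the fit over all 12 mice, Nr1d1, Nr1d2 and Cbr2 passed on day 0 as well (adjusted p = 0.0120, 0.0169 and 0.00977 from edgeR). Aox3 did not (log2 fold change −0.32, adjusted p = 0.702 from edgeR). In the test between the days, all 5 genes kept their calls with each of the 12 mice left out. Markers of monocyte-derived macrophages had a more negative genotype effect on day 7, with 0 of 23 higher and 10 lower (0 and 13 adjusted over the list alone; median difference −1.48, adjusted p = 4.90e-14 from camera), the only list to pass with an estimated correlation (adjusted p = 0.0483). The fibrotic matrix was also more negative (0 of 39 higher and 9 lower, 0 and 17 adjusted over the list alone; median difference −0.83, adjusted p = 1.15e-09 from camera, adjusted p = 0.260 with an estimated correlation). Markers of AT2 cells, the surfactant-secreting alveolar cells, were more positive (4 of 15 higher and 0 lower, 13 and 0 adjusted over the list alone; median difference 0.85, adjusted p = 1.18e-12 from camera, adjusted p = 0.0652 with an estimated correlation). Of 645 genes called on day 7 and tested here, 144 also passed this test. The days sit in separate tables, so each change from day 0 to day 7 within a genotype also holds any difference between sequencing runs, which the difference of the genotype effects leaves out only where both genotypes share it. The count was 324 without KO mouse 1 of day 0, 83, 108 and 105 without WT mouse 2, WT mouse 3 and KO mouse 2 of day 0, and 74, 97 and 90 without WT mouse 3, KO mouse 2 and KO mouse 3 of day 7.

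**Figure D3:**
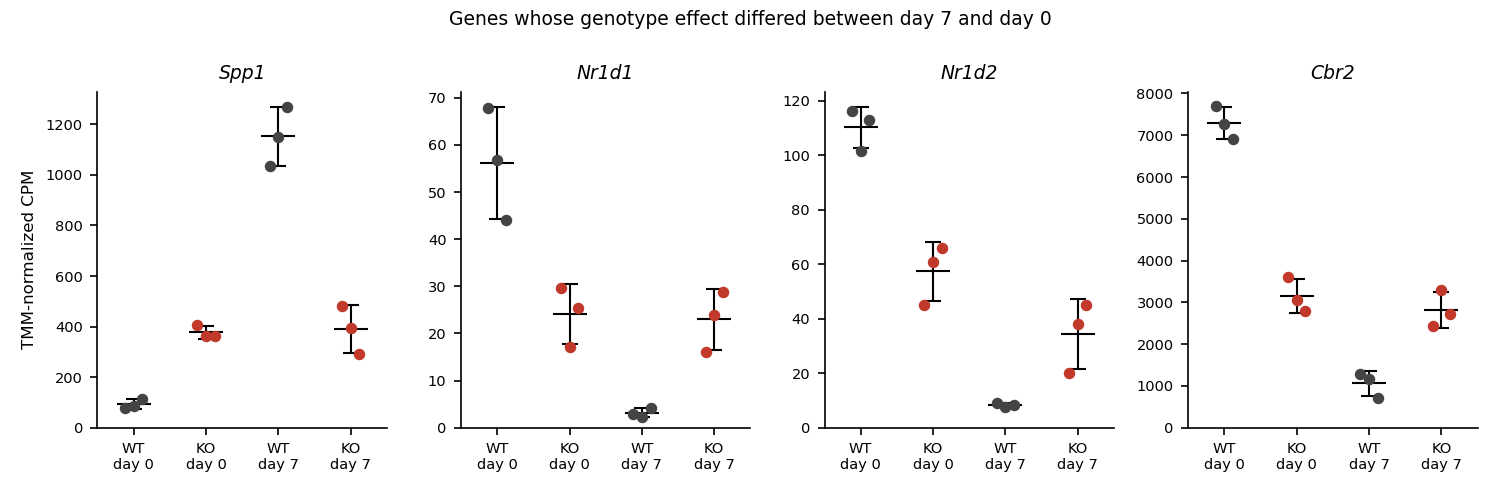
Normalized expression (CPM) of Spp1, Nr1d1, Nr1d2 and Cbr2 in each mouse of the WT and KO groups on days 0 and 7; points are mice and bars are mean ± SD (n = 3). The order of WT and KO on day 7 is the reverse of that on day 0 in each of the 4 genes. Of these, only Spp1 was called on day 0 by the test within that day.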

Hallmark analysis revealed that MTORC1 signaling was elevated in the WT group compared with the KO group (Figure 3C), and KEGG enrichment analysis showed that the PI3K/AKT signaling pathway was enriched in the WT group compared with the KO group (Figure 3D). To further investigate this, we focused on *Timp1*, which is related to fibrosis and is downstream of the PI3K/Akt-mTORC pathway. Four TIMP subtypes (TIMP-1, -2, -3, and -4) are known to inhibit matrix metalloproteinases (MMPs), which are collagen-degrading enzymes.^10^^,^^11^ TIMPs are produced by AECs and fibroblasts, and their production is enhanced by inflammatory cytokines, including IL-1, tumor necrosis factor alpha (TNF-α), and TGF-β. Although TIMPs are expressed in many organs throughout the body, TIMP-1 is reported to be particularly abundant in the bladder, lungs, and myocardium (https://www.proteinatlas.org/ENSG00000102265-TIMP1/tissue). Accumulation of extracellular matrix (ECM), a key driver of fibrosis, is regulated by matrix MMPs and their endogenous inhibitors, TIMPs. TIMP-1 is associated with myocardial fibrosis^12^ and is used as a biomarker to evaluate the progression of liver fibrosis.^13^ Regarding TIMP-1 and pulmonary fibrosis, increased *Timp1* mRNA and protein levels have been reported in the lung tissue and BALF following intratracheal BLM administration in C57BL/6 mice.^14^ A study comparing fibrosis-sensitive C57BL/6 mice and fibrosis-resistant BALB/c mice showed that *Timp1* mRNA levels and BALF concentrations were significantly elevated 1 and 14 days after BLM administration compared with pre-administration levels, with significantly higher levels in the C57BL/6 group. Thus, elevated TIMP-1 levels are strongly correlated with the severity of fibrosis.^15^ Additionally, increased *Timp1* mRNA levels were observed in lung tissues obtained from patients with IPF in the IPF-PRO Registry cohort, where elevated levels were associated with disease severity, as measured using pulmonary function tests and imaging-based fibrosis assessment.^16^ While TIMP-1 appears to play a significant role in the mechanism by which miR-26a KO mice exhibited milder pulmonary fibrosis than WT mice (Figures 3E–3I), *Timp1* does not contain a direct target sequence for miR-26a. Therefore, we explored the potential upstream pathway target genes. 

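The longest annotated 3′ UTR of mouse Timp1 is short, 103 nt, and holds no site for the seed of miR-26a. On chromosome X of GRCm38 it runs from 20874633 to 20874735, on the plus strand. Of its 2 transcripts with an annotated 3′ UTR, the one with the longest was searched, and it held 0 sites of 8 bases, 0 of 7 bases and 0 of 6 bases.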

In neonatal cardiac fibroblasts, inhibition of the PI3K/Akt-mTOR signaling pathway suppresses the transcription and translation of *Timp1*, *Col1*, and *Tgfb1*, suggesting that the mTOR pathway regulates *Timp1* expression.^17^ Keith et al. have reported that mTOR inhibitors inhibit human lung myofibroblast differentiation, resulting in ECM deposition.^18^ Through an analysis of miR-26a target genes related to the mTOR pathway, we identified the *Pten* as a potential upstream regulator. miR-26a is known to suppress *Pten* translation by targeting its 3′ UTR^19^ (TargetScan, https://www.targetscan.org/vert_80/) (Figure 4A). PTEN inhibits the PI3K-Akt-mTOR pathway, which regulates cell proliferation, survival, and energy homeostasis.^20^ The suppression of *Pten* by miR-26a inhibits the mTOR pathway, thereby reducing *Timp1* expression.^17^ AEC injury and subsequent repair abnormalities are crucial in the progression of pulmonary fibrosis, with injured AECs releasing pro-fibrotic signals, including TGF-β, that activate fibroblasts and promote ECM accumulation.^21^ Miyoshi et al. have reported that lung-epithelium-specific PTEN-deficient mice exhibited exacerbated fibrosis after BLM administration compared with WT mice.^22^ These mice exhibited increased AEC dissociation, decreased tight junction protein expression, and enhanced basement membrane disruption after lung injury, suggesting that epithelial PTEN plays a protective role in maintaining the integrity of the alveolar epithelium. Moreover, decreased *Pten* expression and Akt activation were observed in the AECs obtained from patients with IPF, further indicating the importance of PTEN in the pathogenesis of pulmonary fibrosis. In our study, *Pten* mRNA and protein levels were significantly increased in the KO group compared with those in the WT group following BLM administration (Figures 4B–4E). Furthermore, transfection of miR-26a into fibroblasts derived from both WT and KO mice decreased *Pten* expression and increased *Timp1* and *Acta2* expression (Figure 5). Additionally, miR-26a KO mice showed milder epithelial cell damage or faster recovery compared with WT mice (Figure S6), reflecting the protective effects of PTEN on AECs. Based on these results, the mechanism by which miR-26a KO mice exhibited milder pulmonary fibrosis than WT mice is summarized in graphical abstract. Previous reports have suggested that PTEN inhibits the PI3K-Akt-mTOR pathway,^17^^,^^20^ which exerts protective effects on AECs,^22^^,^^23^ and that TIMP-1 promotes ECM accumulation, including that of type I collagen.^24^ Under normal conditions, the PI3/Akt-mTOR pathway is activated by cytokines such as TGF-β1, leading to increased TIMP-1 expression and promoting fibrosis through ECM accumulation. However, in miR-26a KO mice, elevated Pten expression suppresses the mTOR pathway, leading to reduced Timp1 expression and myofibroblast differentiation, without changes in TGF-β protein or mRNA levels, ultimately resulting in decreased ECM accumulation and attenuated fibrosis. These findings suggest that the PTEN/TIMP-1 axis acts as a TGF-β-independent pathway contributing to fibrosis regulation in miR-26a KO mice. Additionally, enhanced *Pten* expression in miR-26a KO mice may reduce AEC damage, contributing to the attenuation of subsequent pulmonary fibrosis.

The results of our study differed from those of a previous report,^5^ which concluded that miR-26a ameliorates pulmonary fibrosis. However, consistent with the findings of the present study, more recent research using miR-26a KO mice has reported attenuated fibrosis in the shoulder joint in a frozen shoulder model compared with WT mice, along with reduced expression levels of *Col1a1* in synovial fibroblasts.^25^ There are several possible explanations for the discrepancy. First, approximately 1,000 target genes have been reported for miR-26a (TargetScan, http://www.targetscan.org/), and it is possible that multiple genes other than *Pten* are affected. Additionally, as multiple miRNAs share target mRNAs with complementary sequences, the expression levels of individual miRNAs may directly influence each other or shared signaling pathways.^26^ For instance, both miR-21 and miR-146a regulate the nuclear factor-κB signaling pathway, and their balance affects the inflammatory response.^27^ Furthermore, miRNA functions are modulated through complex interactions with other miRNAs and their mRNA targets, and altered miRNA expression levels have also been shown to affect target selection.^28^

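Genes with an 8-base site for miR-26a in their 3′ UTR lay slightly higher in KO than genes without a site on day 0. Among the 10863 tested genes with a searched 3′ UTR, 625 had the 8-base site and 8244 had no site of 7 or 8 bases. Their median log2 fold changes on day 0 were 0.074 and 0.0073, a difference of 0.066 (camera p = 0.00400, and p = 0.0663 with an estimated correlation). The 1994 genes with a 7-base site alone had a median of 0.024. Of the 10 splits of the mice into 3 and 3, 3 gave a difference of medians as large as the 0.066 of the real groups (highest other 0.13). Of the genes with the 8-base site, 0 were higher and 1 lower in KO by the gene test. On day 7 the medians were 0.024 in 657 genes with the 8-base site and 0.0016 in 8860 genes without a site, a difference of 0.023 (camera p = 0.609, and p = 0.705 with an estimated correlation). Of the 657 genes with the site, 17 were higher and 10 lower in KO on day 7, and of the 8860 without a site, 253 were higher and 264 lower. The share called higher was thus no larger with the site. A two-sided rank test across genes, which takes genes as independent though they are not, gave p = 3.37e-10 on day 0 (n = 625 and n = 8244 genes) and p = 0.149 on day 7 (n = 657 and n = 8860 genes). Sites were searched in the GENCODE M21 annotation, where 864 of 21901 protein-coding genes have no annotated 3′ UTR and were not searched.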

In the case of miR-26a KO, as in this study, the relative influence of other miRNAs may have increased or decreased, potentially contributing to the observed improvement in fibrosis. However, our findings revealed that the expression levels of miR-21, miR-29, and miR-199a, which have been implicated in the regulation of pulmonary fibrosis, were significantly elevated 14 days after BLM administration in WT mice (Figure S1J), whereas no significant changes were detected in miR-26a KO mice (Figure S1K). These results suggest that the attenuation of fibrosis observed in miR-26a KO mice is primarily attributable to the deficiency of miR-26a itself rather than secondary changes in other miRNAs. Conversely, these findings suggest that BLM administration induces changes in the expression of multiple miRNAs, which may interact with common fibrotic signaling pathways. Second, miR-26a exerts cell-type-specific effects. For example, miR-21a has been shown to increase collagen cross-linking in cardiac fibroblasts and cause myocardial fibrosis, while exhibiting cardioprotective effects by inhibiting cardiomyocyte apoptosis.^29^ Compared with the localized suppression or overexpression of miR-26a in the airways and lungs, systemic KO of miR-26a may have resulted in more dynamic changes. According to the single-cell transcriptomic data of human lung cells from patients with IPF reported by Adams et al.,^30^ *Pten* is broadly expressed in both epithelial cells and fibroblasts, whereas *Timp1* is mainly expressed in fibroblasts. These findings may explain the differences between the previously reported miR-26a agonist/antagonist models, which primarily act on airway epithelial cells, and the global KO model that affects both epithelial cells and fibroblasts (Figure S7).

Finally, differences in the timing of miR-26a suppression may have influenced our results. In BLM-induced pulmonary fibrosis, it has been reported that early suppression of IL-6 worsens fibrosis, while late suppression improves it.^31^ This suggests that the timing of the miR-26a suppression plays a critical role. In miR-26a KO mice, suppression occurred before the onset of pulmonary fibrosis, whereas the suppression of miR-26a using antagomiR occurred after BLM administration. These differences in timing may have contrasting effects on the progression of fibrosis. Further investigation involving the temporal modulation of miR-26a, either through overexpression or inhibition, at multiple time points following BLM administration, may provide a more detailed understanding of its role during the progression of fibrosis. Potential therapeutic approaches based on this mechanism include the use of miR-26a antagomiRs, small molecules that stabilize or activate PTEN, and the targeted delivery of RNA-based therapeutics. Although preclinical researches have advanced our understanding of these mechanisms, the field of miRNA-based therapeutics remains in its early stages, with only a few studies progressing to clinical development.^32^

The limitations of this study were as follows. Although miR-26a is a common miRNA present in both mice and humans and we also obtained supportive results in human cell lines, our main findings were derived from mouse experiments, and their relevance to human disease remains to be clarified. Additionally, the *in vivo* effects of miR-26a on different organs and cell types have not yet been fully elucidated. Moreover, because the KO mice were bred in our facility, the number of mice available at one time was limited, leading to experiments with relatively small sample sizes. Finally, miRNA-mediated regulatory networks are highly complex. The PTEN and PI3K/Akt-mTOR signaling pathways examined in this study represent only a part of this intricate network, and other relevant pathways may play additional roles.

### Conclusions

We demonstrated that miR-26 KO enhances PTEN expression and decreases downstream TIMP-1 expression, thereby attenuating pulmonary fibrosis in miR-26a KO mice. Although numerous studies have shown that miR-26a acts in a lung-protective manner, this study is the first to present findings suggesting the opposite effect.

The contrasting outcomes between local and systemic suppression of miR-26a, as observed in our study, suggest that systemic suppression of miR-26a across multiple organs and cell types may result in entirely different mechanisms than localized suppression. Elucidating the specific roles of individual miRNAs is essential for identifying potential therapeutic targets; however, to translate these findings into clinical applications, further studies using conditional knockout models targeting specific cell types or organs, miRNA profiling, and network analyses will be required.

These findings further highlight the need to overcome key challenges, such as improving miRNA selectivity toward their intended targets and optimizing the timing of intervention before miRNA-based therapies can be translated into clinical applications. Elucidating the intricate regulatory networks mediated by miRNAs is critical for understanding disease mechanisms and developing novel therapies.

## Materials and methods

### Animals

miR-26a KO, C57BL/6J, and BALB/cJ mice were used in this experiment. In comparative experiments with miR-26a KO mice, littermates without mutations were used as the control group and referred to as WT. miR-26a-1 KO and miR-26a-2 KO mice were generated individually using the CRISPR/Cas9 system, as previously described.^33^^,^^34^ Briefly, two single-guide RNAs targeting each of the miR-26a-1 and miR-26a-2 genes were designed to form a complex with the genome-editing enzyme Cas9. This complex recognizes and cleaves target genes, resulting in a KO state. Heterozygous mice with the same deletion sequence were bred to generate homozygous KO mice (miR-26a-1^−/−^ and miR-26a-2^−/−^). Subsequently, these homozygous KO mice were crossed to produce complete miR-26a KO mice (miR-26a^−/−^). To confirm the gene deletion, genotyping PCR was performed using tail DNA and the following primer sets: miR-26a-1: F, CTGCCTGTTGTTGTCTA; R, CTACAGGCAAAGGTTGAGA; and miR-26a-2: F, CatAGACTGGTGGCCAGTT; R, CTTCATTGAGGCAGACCAT. The absence of miR-26a expression in the tissues and organs of the miR-26a KO mice was confirmed using PCR. C57BL/6J and BALB/cJ mice (6–8 weeks old, male) were purchased from The Jackson Laboratory Japan (Yokohama, Japan) and housed in a pathogen-free room under controlled environmental conditions with a 12-h light/dark cycle and free access to food and water. All experimental procedures were approved by the Animal Research Committee of Hiroshima University (approval numbers: A22-86 and 2021-51-7) and were conducted in accordance with the *Guide for the Care and Use of Laboratory Animals*, 8th ed., 2010 (National Institutes of Health, Bethesda, MD, USA).

### OA of BLM in mice

Eight-week-old male mice were randomly divided into the BLM-induced pulmonary fibrosis group and control groups. To induce the pulmonary fibrosis, each mouse was anesthetized via intraperitoneal injection of 100 μL of a mixed anesthetic containing medetomidine (0.3 mg/kg body weight, Kyoritsu Seiyaku, Tokyo, Japan), midazolam (4 mg/kg body weight, Sandoz K.K., Tokyo, Japan), and butorphanol (5 mg/kg body weight, Meiji Seika Pharma, Tokyo, Japan). BLM (Nippon Kayaku, Tokyo, Japan) diluted with saline was administered oropharyngeally using a micropipette, with a dosage of 1.5 μg/g body weight. The mice in the control group were administered saline. Following BLM administration, mice were revived from anesthesia with an intraperitoneal injection of 100 μL of atipamezole hydrochloride (Kyoritsu Seiyaku). On days 7 and 14 after BLM administration, mice were re-anesthetized using the same anesthetic protocol. BALF and lungs were collected for further analysis. These analyses included measurement of hydroxyproline content, mRNA expression analysis, flow cytometry, ELISA, histological evaluation, and whole-lung RNA sequencing.

### Hydroxyproline assay

The left lung was used for the hydroxyproline analysis. The hydroxyproline measurement was performed as follows: The left lung was homogenized in 1 mL of phosphate-buffered saline (PBS), and 1 mL of HCl was added for hydrolysis at 120°C for 16 h. After hydrolysis, 500 μL of the supernatant was centrifuged at 10,000 rpm for five minutes. From this, 5 μL of the supernatant was transferred into a 96-well plate. Hydroxyproline standards (5 μL) were also added to the 96-well plate, followed by the addition of 5 μL of citrate/acetate buffer and 100 μL of chloramine T solution. After incubation at room temperature for 30 min, 100 μL of Ehrlich’s reagent was added, and the plate was further incubated at 65°C for 30 min. After cooling to room temperature for 5 min, the absorbance was measured at 550 nm using a plate reader.

### Analysis of BALF

BALF was collected on day 0 (before BLM OA) and on days 3, 7, and 14 after BLM OA. After euthanasia, the trachea of each mouse was exposed and cannulated using an 18-gauge cannula. The lungs were washed three times with PBS (0.5 mL), and the lavage fluid was collected. After centrifuging at 300 *× g* for five minutes at 4°C to remove cells, the supernatant was stored at −80°C. The cell pellet was resuspended in 1 mL of Dulbecco’s modified Eagle’s medium (DMEM), and red blood cells were lysed using ACK lysis buffer (Thermo Fisher Scientific, Waltham, MA, USA). Total cell counts were determined using an automated cell counter, whereas differential cell counts were assessed using Diff-Quik staining (International Reagents, Kobe, Japan) after cytospin preparation (Thermo Fisher Scientific).

### Blood sampling

Blood samples for TGF-β1 measurement were collected from the facial vein or via cardiac puncture of the right ventricle of anesthetized mice on days 0 (before BLM OA), 7, and 14 after BLM OA. The collected blood samples were centrifuged at 3,000 rpm for 15 min at 4°C to remove cells, and the serum was stored at −80°C.

### Histological examination

The collected lung tissue sections were fixed in 2% formalin solution (Nacalai Tesque, Kyoto, Japan), embedded in paraffin, and stained with H&E and Azan stain for histological analysis. The equivalent diameter of the alveolar wall was measured as described previously.^35^ Four randomly selected regions were imaged and captured at a magnification of ×40 using a BZ-9000 microscope (Keyence, Osaka, Japan), and a 10-μm division calibration slide (AX0001, Olympus Co., Tokyo, Japan) was used to generate scale bars. Images were quantified using ImageJ2 (v.2.16.0/1.54p).^36^ All images were calibrated using the same scale. Eight measurements of alveolar wall thickness were recorded for each image.

### Quantitative PCR

The extracted murine lungs were homogenized in 1 mL of TRIzol reagent (Life Technologies), and RNA was extracted using the RNeasy Mini Kit (QIAGEN, Venlo, the Netherlands). The extracted RNA was reverse transcribed into cDNA using a High-Capacity RNA-to-cDNA Kit (Applied Biosystems, Foster City, CA, USA). The expressions of mRNA were measured using quantitative PCR with the Applied Biosystems 7500 Fast Real-Time PCR System (Applied Biosystems) with the following TaqMan Gene Expression Assays (all from Applied Biosystems) according to the manufacturer’s protocol: *Tgfb1* (Assay ID, Mm03024053_m1), *Il6* (Assay ID, Mm00446190_m1), *Pten* (Assay ID, Mm00477208_m1), *Timp1* (Assay ID, Mm01341361_m1), *Col1a1* (Assay ID, Mm00801666_g1), *Acta2* (Assay ID, Mm00725412_s1), *Pten* (Assay ID, Hs02621230_s1), *Timp1* (Assay ID, Hs01092512_g1), and *Acta2* (Assay ID, Hs00426835_g1). The expression of miR-26a-5p (Assay ID, RT/TM000405), miR-21 (Assay ID, 000397), miR-29a (Assay ID, 002112), and miR-199a-3p (Assay ID, 002304) was measured using quantitative PCR with a TaqMan miRNA assay (Thermo Fisher Scientific). *Rn18s* (Assay ID, Mm03928990_g1), *Actb* (Assay ID, Mm02619580_g1), *Rn18s* (Assay ID, Hs99999901_s1), and *Actb* (Assay ID, Hs01060665_g1) for the gene and U6 snRNA (Assay ID, RT/TM001973) for the miRNA were used as internal controls to normalize the sample differences.

### ELISA

Serum levels of TGF-β1 were measured by using ELISA with the TGF-β1 ELISA Kit (R&D Systems) according to the manufacturer’s protocol. The total protein concentration in the samples was also measured, and the results were expressed as ng/mg of protein. Using tissue inhibitor of metalloproteinase-1 (TIMP-1)-Cell Lysate Mouse ELISA kit (Thermo Fisher Scientific) and the ELISA Kit for Phosphatase and Tensin Homolog (PTEN) WLS/96test (Cosmo Bio), TIMP-1 and PTEN protein levels were measured in homogenized right lung lobes of the mice. The results were expressed as ng/mg of protein for TIMP-1 and pg/mg of protein for PTEN. TIMP-1 protein levels in the BALF were measured and expressed as ng/mL.

### RNA extraction and sequencing

WT and KO mice were euthanized on day 0 (before BLM OA) and 7 days after BLM OA. The extracted murine lungs were homogenized in 1 mL of TRIzol reagent (Life Technologies), and total lung RNA was extracted using the RNeasy Mini Kit according to the manufacturer’s protocol. Transcriptome analysis, based on 3′ UTR RNA sequencing, was performed at the Department of Trans-omics, Medical Institute of Bioregulation, Kyushu University (Fukuoka, Japan).^37^ Transcriptome data were analyzed using the integrated differential expression and pathway (iDEP) platform^38^ to identify differentially expressed genes and to perform pathway enrichment analysis based on the KEGG and HALLMARK gene sets. Raw RNA sequencing data were deposited in the NCBI database for the Biotechnology Information Gene Expression Omnibus database (GEO: GSE302309).

### Immunostaining

Lung tissue sections were subjected to antigen retrieval in 10 mmol/L sodium citrate buffer (pH 6.0) in a microwave for 20 min, followed by staining with the ENVISION+kit/horseradish peroxidase (HRP) (Dako, Tokyo, Japan).^39^ After blocking endogenous peroxidase and proteins, the sections were incubated with rabbit anti-TIMP-1 antibody (BS-0415R, 1:200, Bioss, Woburn, MA, USA) and rabbit anti-PTEN antibody (#9559, 1:1,000; CST, USA). Next, HRP-labeled anti-rabbit immunoglobulin G (IgG) antibody (#424144, Nichirei, Tokyo, Japan) was used, followed by a substrate chromogen reaction. Sections were counterstained with hematoxylin. The stained specimens were checked, and micrographs were obtained under the same photographic conditions at four representative locations where DAB coloration was considered the strongest. The micrographs were captured using a BZ-9000 microscope. The ImageJ2 was used to separate the DAB- and hematoxylin-stained regions. The percentage areas of the DAB-stained regions were calculated and compared.

### Cell isolation

LA-4 cells, A549 cells, and MRC5 cells were cultured in DMEM (Thermo Fisher Scientific) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin and maintained at 37°C in a 5% CO_2_ incubator. To isolate primary lung fibroblasts, WT and KO mice were euthanized and perfused with 10 mL of PBS via the right ventricle. The whole lung was excised, finely minced, and incubated with shaking at 37°C for 30 min in RPMI 1640 medium (Thermo Fisher Scientific) containing 1.0 mg/mL of collagenase A (Roche Diagnostics, Basel, Switzerland) to generate a single-cell suspension. The resulting solution was filtered through 100 and 40 μm filters to remove debris, and the cell suspension was centrifuged at 1,200 rpm for four minutes at 4°C to obtain a cell pellet. The cell pellet was resuspended in DMEM supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. After counting, the cells were seeded at a density of 2.5 × 10^6^ cells per 10 cm dish and cultured at 37°C in a 5% CO_2_ incubator. The first medium change was performed 24 h after seeding, and the medium was subsequently changed every 2–3 days for a total of three passages.

### Flow cytometry

Single-cell suspensions for flow cytometry were prepared as follows. The lower right lobe of the mouse lung was excised and finely minced. The lung tissue was incubated with shaking at 37°C for 30 min in RPMI 1640 medium containing 1.0 mg/mL collagenase A. The resulting suspension was passed through a 70 μm filter to remove debris, and red blood cells were removed using ACK lysis buffer. The cell suspension was blocked with anti-CD16/32 antibody (FcγR, clone 93, BioLegend, San Diego, CA, USA) to prevent non-specific binding and then incubated with fluorescently labeled antibodies diluted to the appropriate concentrations. The following rat monoclonal antibodies were used: CD31-PerCP (clone 390), CD45-APC (clone 30-F11), EpCAM-PB (clone G8.8), CD3 (clone 17A2), CD4 (clone GK1.5), CD8 (clone 53–6.7), and CD25 (clone PC61) (all from BioLegend). Cell analysis was performed using a BD FACS Aria II (BD Biosciences, Franklin Lakes, NJ, USA) or BD LSR Fortessa X-20 (BD Biosciences), and the data were analyzed using FlowJo software (Tree Star, Ashland, OR, USA). For immune cell analysis, single-cell suspensions from the spleen, bone marrow, and thymus were resuspended in Gey’s solutions to lyse red blood cells. Cells were treated with TruStain FcX (93, BioLegend) followed by staining with fluorochrome-conjugated antibodies or biotinylated monoclonal antibodies CD19 (clone 6D5), B220 (clone RA3-6B2), IgD (clone 11-26c.2a), IgM (clone RMM-1), CD5 (clone 53–7.3), CD21 (clone 7E9), CD38 (clone 90), CD73 (clone TY/11.8), CD138 (clone 281–2), and TACI (clone 8F10) from BioLegend; CD23 (clone B3B4) from Invitrogen; CD25 (clone REAL537) from Miltenyi Biotec; and AA4.1 (clone 493), Fas (clone SA367H8), CD4 (clone RM4-5), CD8 (clone 53–6.7), CD44 (clone IM7), and CD62L (clone MEL-14) from BD Biosciences. APC-conjugated streptavidin (BD Biosciences) and BV650-conjugated streptavidin (BioLegend) were used to detect the biotin-marked cells. FACS analysis was performed using CytoFLEX S (Beckman Coulter, Brea, CA, USA), and the data were analyzed using FlowJo software.

### miR-26a transfection

miR-26a was transfected into primary lung fibroblasts and the mouse epithelial cell line LA-4, the human alveolar epithelial cell line A549, and the human lung fibroblast cell line MRC-5 to measure the mRNA expression levels of *Pten*, *Timp1*, *Col1a1*, and *Acta2* using quantitative PCR. Primary lung fibroblasts and LA-4 cells were seeded in 24-well plates at a density of 3 × 10^4^ cells per well. For transfection, 25 μL of mmu-miR-26a, a synthetic miRNA (Hokkaido System Science, Sapporo, Japan) or small interfering RNA (siRNA) was mixed with Opti-MEM Reduced Serum Medium (Thermo Fisher Scientific, ID: 31985062). Separately, 25 μL of Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific, ID: 13778150) was also mixed with Opti-MEM Reduced Serum Medium. These two solutions were combined to create a final volume of 50 μL per well. Next, 450 μL of DMEM was added to each well along with 50 μL of the reagent solutions. The plate was gently shaken to ensure proper mixing, and the cells were incubated at 37°C. After 24 h, the medium was replaced with fresh DMEM. After an additional 24-h incubation, the wells were washed with PBS. TRIzol was added to collect the cells and extract RNA.

### Statistical analysis

Statistical analyses were performed using JMP Pro 16 software (SAS Institute, Cary, NC, USA). The Wilcoxon/Kruskal-Wallis test was used to evaluate the statistical significance between groups. *p* values < 0.05 were considered statistically significant.

## Data and code availability

The datasets used and analyzed in the present study are available from the corresponding author upon reasonable request.

## Acknowledgments

The authors declare that this research was self-funded and did not receive financial support from any funding agency, institutions, or commercial entity. We would like to thank Ms. T. Miyata and E. Ueda (Department of Orthopedic Surgery, Graduate School of Biomedical and Health Sciences, Hiroshima University) for breeding and providing miR-26a KO mice and for excellent technical support and Ms. Y Hayashi (Natural Science Center for Basic Research and Development, Hiroshima University) for technical assistance with flow cytometry analysis. We would also like to thank Editage (www.editage.com) for English language editing. During the preparation of this work the authors used ChatGPT (GPT-4o, OpenAI) to enhance readability and proofread the English text. After using this service, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication. Part of this study was performed at the Research Facilities for Laboratory Animal Science. This work was partially supported by the 10.13039/501100024233Natural Science Center for Basic Research and Development (NBARD-00093), Program of the Network-type Joint Usage/Research Center for Radiation Disaster Medical Science, and 10.13039/501100001691JSPS Program for Forming Japan’s Peak Research Universities (J-PEAKS) grant number JPJS00420230011.

## Author contributions

A.H., K.S., and T.N. conceptualized the study; A.H., K.S., and T.N. designed the study; A.H., K.S., T.N., Y.G., T.Y., and S.M. performed the experiments; A.H., K.S., T.N., Y.G., and T.Y. prepared the figures; T.N. and N.H. acquired funding; A.H., K.S., and T.N. managed the study; N.H. supervised the study; A.H., K.S., T.N., and S.M. drafted the manuscript; and K.Y., S.S., Y.H., T.M., H.I., H.H., Y.G., T.Y., and N.H. reviewed and edited the manuscript. All the authors have read and approved the final version of the manuscript.

## Declaration of interests

The authors declare no competing interests.

## Supplemental information

Document S1. Figures S1–S7

Document S2. Article plus supplemental information

# Supplementary material for: Systemic miR-26a deficiency attenuates pulmonary fibrosis via PTEN upregulation and downstream TIMP-1 suppression
**Source:** Mol Ther Nucleic Acids. 2025 Nov 5;36(4):102765. doi: 10.1016/j.omtn.2025.102765
**Supplement:** Document S1. Figures S1–S7

Supplemental information

Systemic miR-26a deficiency attenuates pulmonary fibrosis via PTEN upregulation and downstream TIMP-1 suppression

Arisa Hamada, Kiyofumi Shimoji, Taku Nakashima, Kakuhiro Yamaguchi, Shinjiro Sakamoto, Yasushi Horimasu, Takeshi Masuda, Hiroshi Iwamoto, Hironobu Hamada, Yun Guo, Tomoharu Yasuda, Shigeru Miyaki, and Noboru Hattori

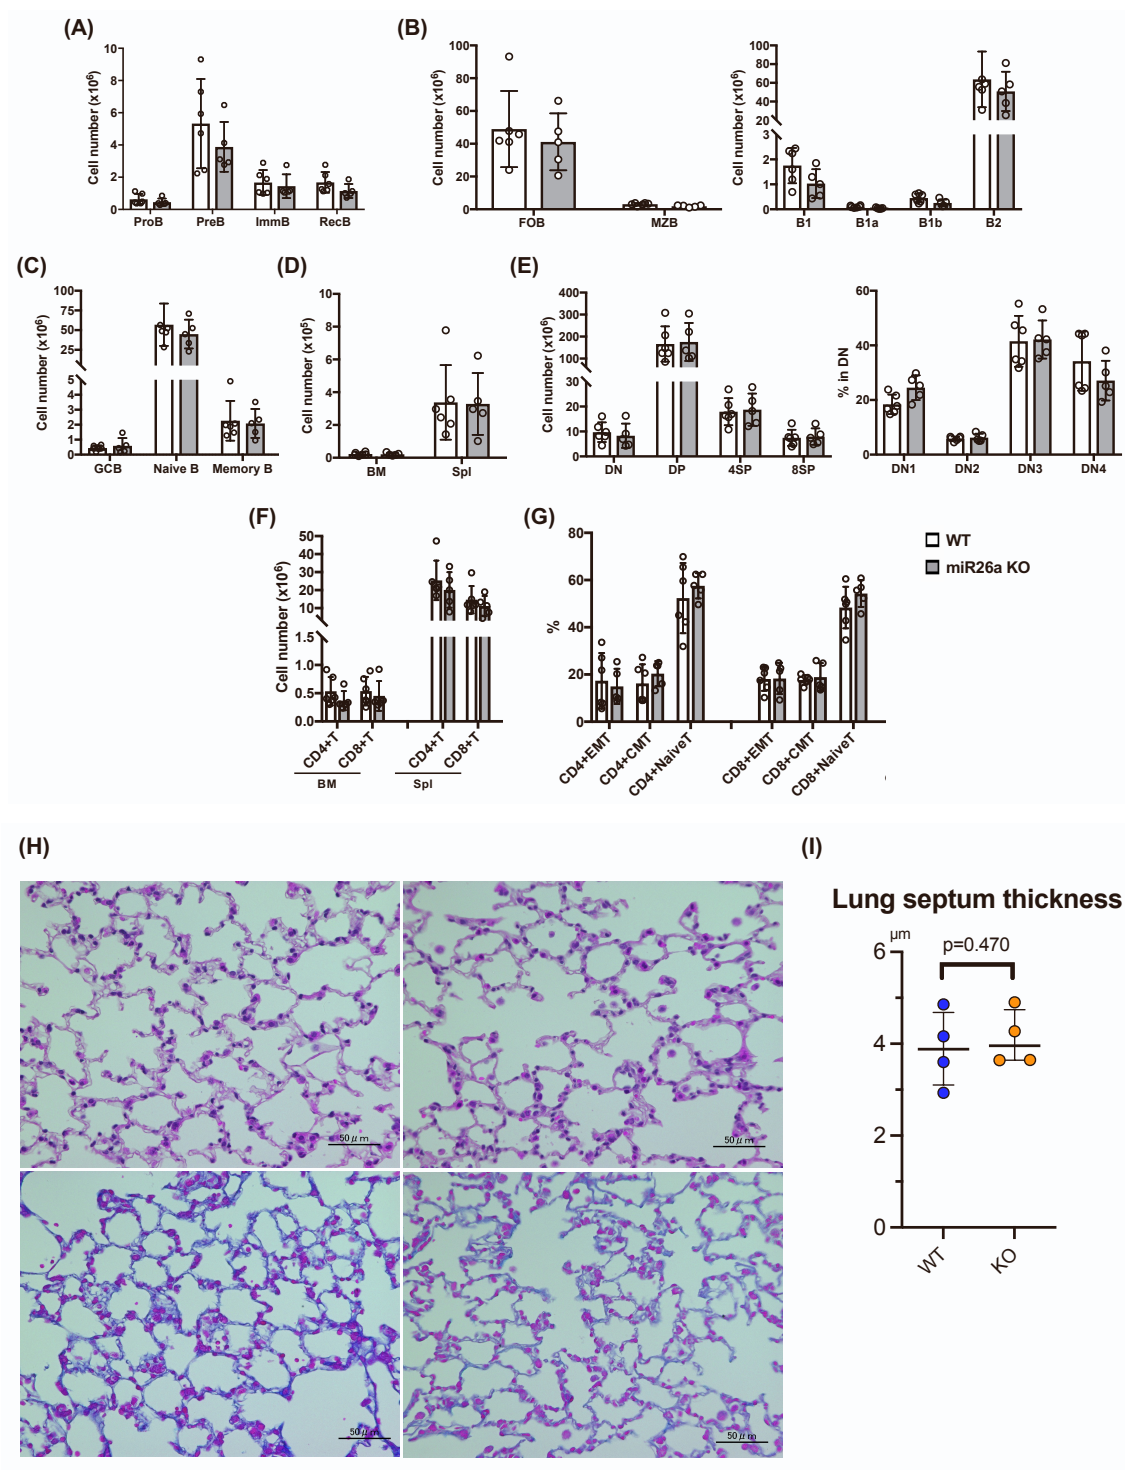

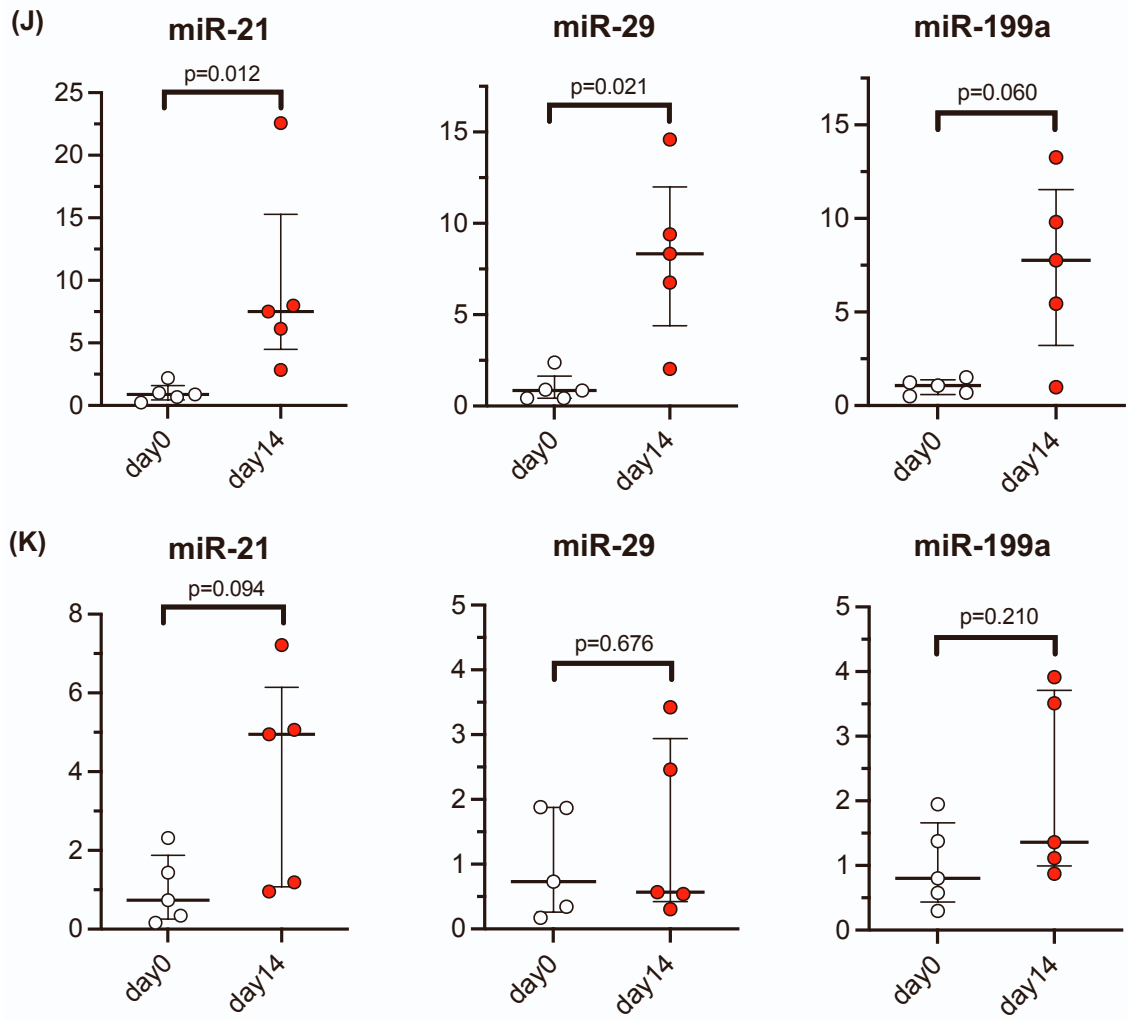

Figure S1

(A–G) Flow cytometry analysis of immune cells in bone marrow (BM), spleen (Spl), and thymus obtained from WT (*white*) and miR-26a KO (*grey*) mice (n = 5–6/group). (A) B cell development in BM. Pro-B cells, B220⁺CD19[−]; Pre-B cells, B220⁺CD19⁺IgM[−]IgD[−]; Immature (Imm) B cells, B220⁺CD19⁺IgM⁺IgD^{low}; and Recirculating (Rec) B cells, B220⁺CD19⁺IgM⁺IgD^{high}. (B and C) B1 and B2 cell development in spleen. (B) Follicular (FO) B cells, CD19⁺B220⁺AA4.1[−]CD21^{low}CD23^{high}; Marginal zone (MZ) B cells, CD19⁺B220⁺AA4.1[−]CD21^{high}CD23^{low}; B1 cells, CD19⁺B220^{low}; B1a cells, CD19⁺B220^{low}CD5⁺IgM^{high}; B1b cells, CD19⁺B220^{low}CD5[−]IgM^{high}; and B2 cells, CD19⁺B220⁺ corresponding to FO and MZ B cells. (C) Naive B cells, B220⁺CD19⁺CD38⁺Fas[−]; Germinal center (GC) B cells, B220⁺CD19⁺CD38⁺Fas⁺; and Memory B cells, B220⁺CD19⁺CD38⁺CD73⁺. (D) CD138⁺TACI⁺ plasma cells in BM and spleen. (E) T cell development in thymus. DN, CD4[−]CD8[−]; DP, CD4⁺CD8⁺; 4SP,

CD4⁺CD8⁻; and 8SP, CD4⁻CD8⁺. DN cells were further fractioned to DN1 to DN4. DN1, CD25⁻CD44⁺; DN2, CD25⁺CD44⁺; DN3, CD25⁺CD44⁻; and DN4, CD25⁻CD44⁻. (F) Peripheral T cells in BM and spleen. CD4⁺ T cells, CD4⁺CD8⁻; and CD8⁺ T cells, CD4⁻CD8⁺. (G) Effector and memory development of CD4⁺ and CD8⁺ T cells in spleen. Naive T cells, CD62L⁺CD44⁻; Effector memory T cells (EMT), CD62L⁻CD44⁺; and Central memory T cells (CMT), CD62L⁺CD44⁺. (H) Hematoxylin and eosin (HE) staining and Azan staining of WT and miR-26a KO murine lungs. Scale bars: 50 μ m. (I) The equivalent diameter of the lung septum thickness was measured and images were quantified using ImageJ2 (version 2.16.0/1.54p) (n = 4/group). (J, K) miR-21, miR-29, and miR-199a levels in the lungs of (J) WT and (K) miR-26a KO mice before and on 14 days after BLM administration (n = 5/group).

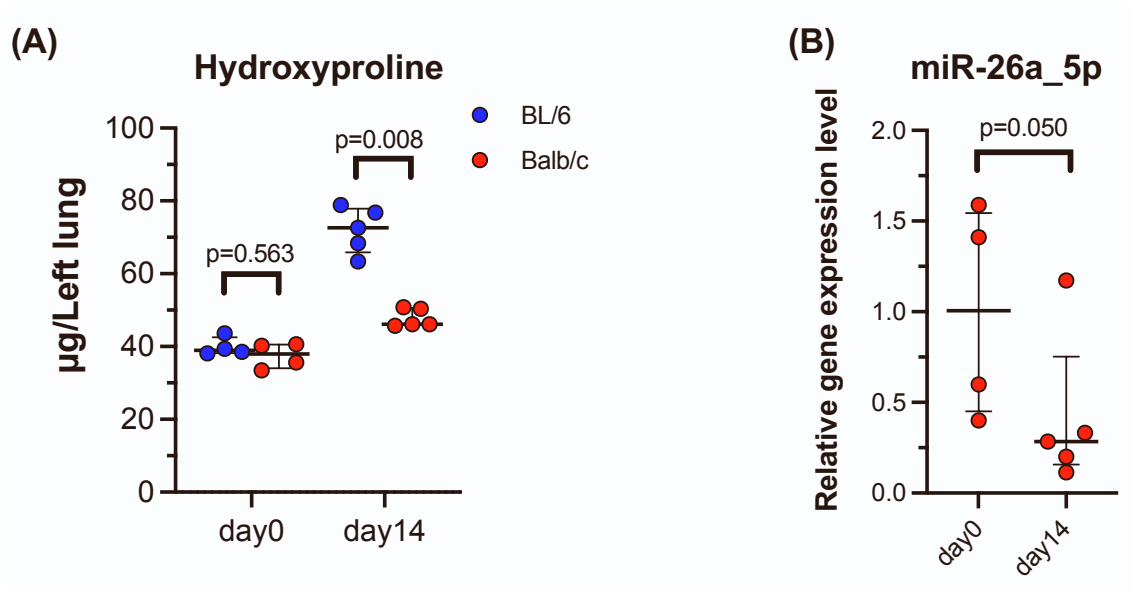

Figure S2

(A) Hydroxyproline levels in the left lung of C57BL/6J and BALB/cJ mice were measured 14 days after BLM administration (n = 4–5/group).

(B) miR-26a levels in the lungs of C57BL/6J and BALB/cJ mice before and on 14 days after BLM administration (n = 4–5/group).

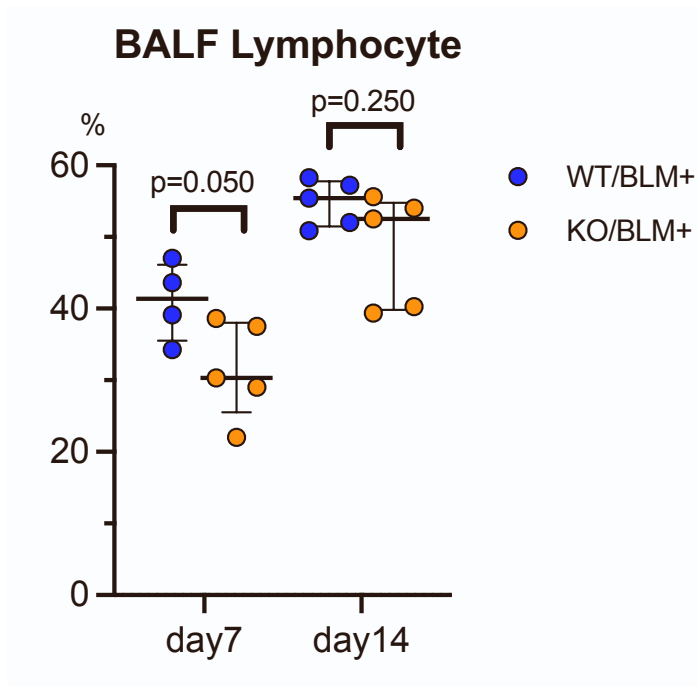

Figure S3

Lymphocytes percentages in BALF were measured 7 and 14 days after BLM administration (n = 4–5/ group).

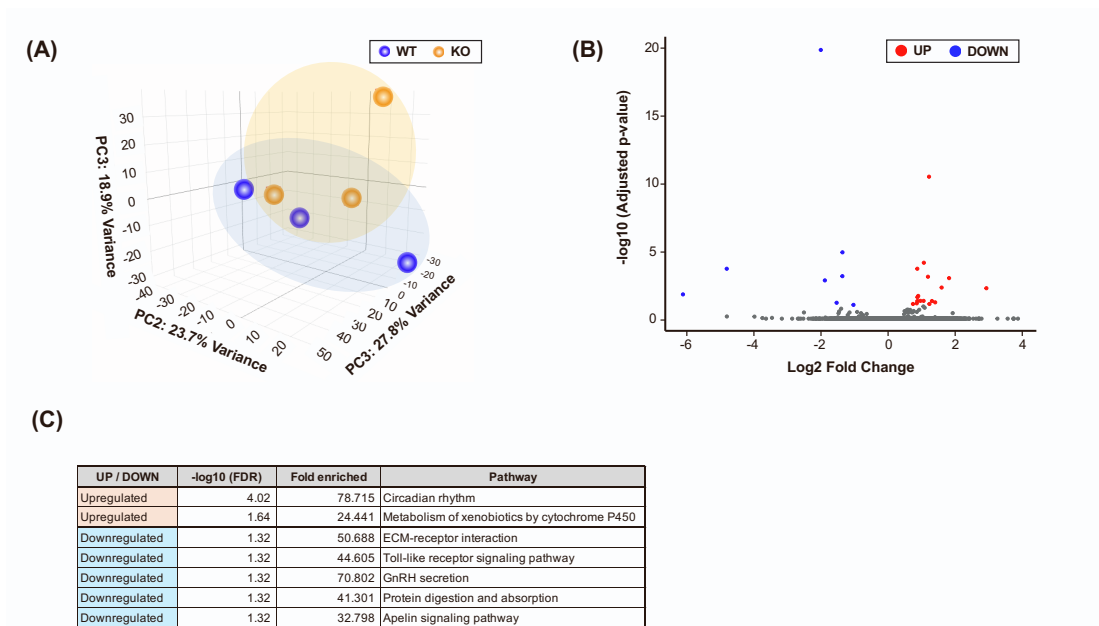

Figure S4

RNA sequencing of WT and miR-26a KO murine lungs was conducted on before BLM administration ($n = 3/\text{group}$).

(A) Each dot represents one sample subjected to principal component analysis (PCA).

(B) Volcano plot of differential gene expression between WT and miR-26a KO groups ($n = 3/\text{group}$): the upregulated genes are dotted in red and downregulated in blue.

(C) Top seven enriched signaling pathways following KEGG enrichment analysis.

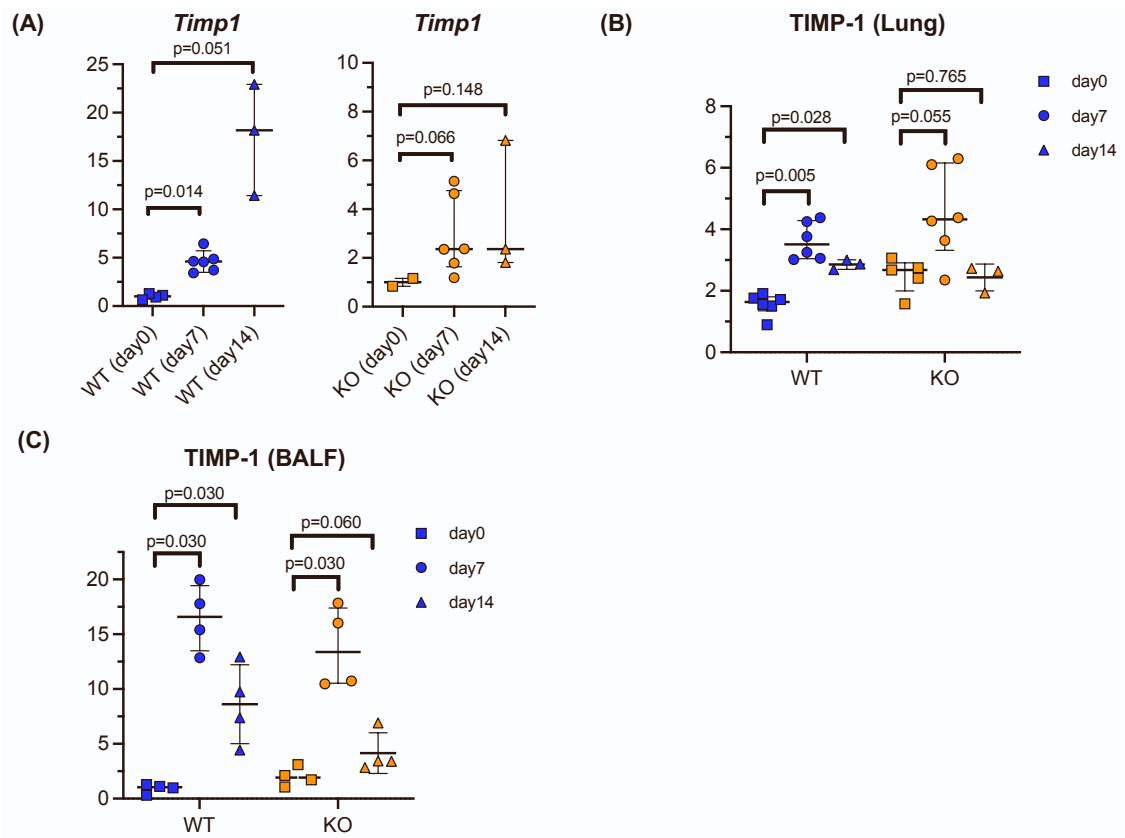

Figure S5

(A) Quantitative PCR analysis of *Timp1* mRNA expression in murine lungs before and on 7 and 14 days after BLM administration (n = 2–6/group).

(B, C) ELISA analysis of TIMP-1 protein levels in murine lungs (ng/mg Protein) and BALF (ng/mL) before and on 7 and 14 days after BLM administration (n = 3–6/group).

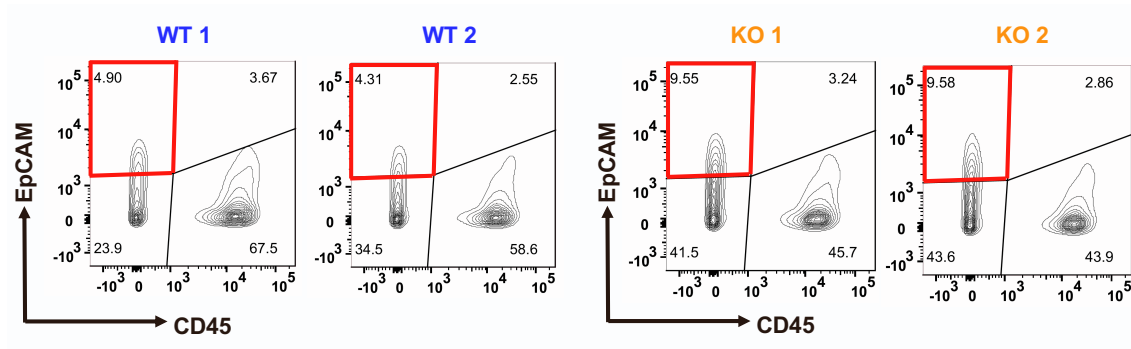

Figure S6

Flow cytometry analysis of the percentage of epithelial cells (defined as CD45⁻/EpCAM⁺) in total lung cells on 7 days after BLM administration in WT and miR-26a KO mice.

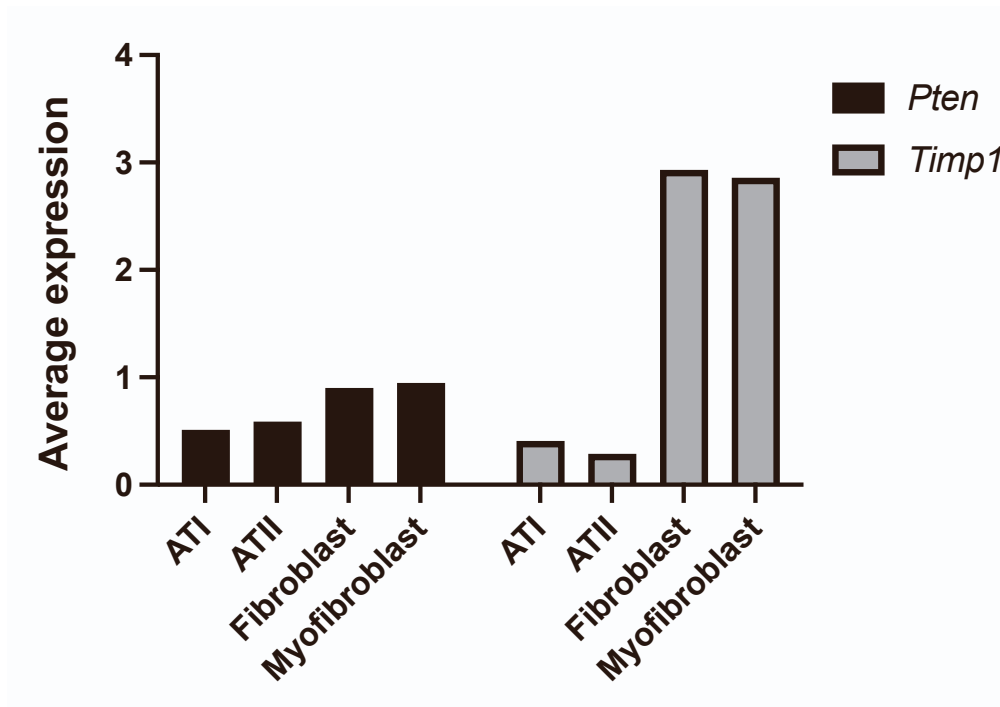

Figure S7

Supplemental figures were created with reference to the publicly available results presented on the IPF Cell Atlas website (<http://ipfcellatlas.com/>). No additional analyses were performed, and the original data are derived from single-cell transcriptomic data of human lung cells from patients with idiopathic pulmonary fibrosis (IPF) reported by Adams et al. (Nat Med 2020). Average expression represents the $\log_{1+x}$ -transformed normalized expression values (log-normalized UMI counts) as shown in the IPF Cell Atlas.

# Supplementary material for: Systemic miR-26a deficiency attenuates pulmonary fibrosis via PTEN upregulation and downstream TIMP-1 suppression
**Source:** Mol Ther Nucleic Acids. 2025 Nov 5;36(4):102765. doi: 10.1016/j.omtn.2025.102765
**Supplement:** Document S2. Article plus supplemental information

Systemic miR-26a deficiency attenuates pulmonary fibrosis via PTEN upregulation and downstream TIMP-1 suppression

Arisa Hamada,^{1,7} Kiyofumi Shimoji,^{1,7} Taku Nakashima,¹ Kakuhiro Yamaguchi,¹ Shinjiro Sakamoto,¹ Yasushi Horimasu,¹ Takeshi Masuda,¹ Hiroshi Iwamoto,¹ Hironobu Hamada,² Yun Guo,³ Tomoharu Yasuda,³ Shigeru Miyaki,^{4,5,6} and Noboru Hattori¹

¹Department of Molecular and Internal Medicine, Graduate School of Biomedical and Health Sciences, Hiroshima University, Hiroshima, Japan; ²Department of Physical Analysis and Therapeutic Sciences, Graduate School of Biomedical and Health Sciences, Hiroshima University, Hiroshima, Japan; ³Department of Immunology, Graduate School of Biomedical and Health Sciences, Hiroshima University, Hiroshima, Japan; ⁴Department of Orthopedic Surgery, Graduate School of Biomedical and Health Sciences, Hiroshima University, Hiroshima, Japan; ⁵Medical Center for Translational and Clinical Research, Hiroshima University Hospital, Hiroshima, Japan; ⁶Department of Histology and Molecular Cell Biology, Faculty of Medicine / Graduate School of Medicine, Kagawa University, Kagawa, Japan

Several microRNAs (miRNAs) have been implicated in the pathophysiology of pulmonary fibrosis; however, the detailed mechanisms remain unclear. miR-26a has demonstrated anti-fibrotic effects, particularly when its expression is suppressed in the airways. However, the effects of systemic miR-26a deficiency on pulmonary fibrosis have not been investigated. We found that miR-26a knockout (KO) mice exhibited reduced pulmonary fibrosis compared with wild-type (WT) mice. Whole-lung RNA sequencing analysis indicated that the mammalian target of rapamycin complex 1 (MTORC1) signaling and phosphoinositide 3-kinase/protein kinase B (PI3K/AKT) signaling pathways were elevated in the WT group compared with the KO group. Loss of miR-26a increases *PTEN* expression, a target gene of miR-26a, resulting in the reduction of *Timp1* levels downstream of the PI3K/Akt-mTOR pathway, thereby attenuating fibrosis. Transfection with miR-26a significantly suppressed *Pten* expression and increased *Timp1* and *Acta2* expression in primary lung fibroblasts *in vitro*. These results are consistent with the *in vivo* findings, which suggest that miR-26a promotes fibrosis, contrary to previous reports indicating an antifibrotic role for miR-26a. Our findings suggest that local and systemic inhibition of miR-26a may exert opposing effects, highlighting the importance of careful interpretation of miR-26a-targeted therapeutic strategies.

INTRODUCTION

Idiopathic pulmonary fibrosis (IPF) is a disease characterized by the repeated damage and repair of alveolar epithelial cells (AECs), leading to the destruction of alveolar structures and subsequent fibrosis. IPF is an intractable disease without definitive treatment, and the average survival time after diagnosis is 3–5 years. Although several microRNAs (miRNAs) have been implicated in the pathogenesis of IPF, the detailed mechanisms remain unclear.¹ miRNAs are single-stranded non-coding RNAs, typically 20–25 bases long, that bind to the 3' un-

translated region (3' UTR) of target messenger RNAs with complementary sequences and play a role in regulating gene expression. Recently, miRNAs have been reported to be involved in processes such as development, differentiation, and cell proliferation and have been associated with various diseases, including pulmonary fibrosis.^{2,3}

Among these miRNAs, miR-26a has been shown to suppress the expression of mothers against decapentaplegic homolog 4 (*Smad4*) and connective tissue growth factor (*CTGF*) and has been reported to have protective effects against lung fibrosis.⁴ Liang et al.⁵ have reported that miR-26a expression was decreased in the lungs of mice with bleomycin (BLM)-induced pulmonary fibrosis compared with healthy mice, as well as in the lungs of patients with IPF compared with healthy controls. Furthermore, the administration of antago-miR-26a, an miR-26a antagonist, into the trachea of mice reduced miR-26a expression in the lungs, worsened fibrosis, and increased hydroxyproline levels in the lung tissue. Conversely, intratracheal administration of agomiR-26a, an miR-26a agonist, resulted in reduced fibrosis and lower hydroxyproline levels in the lung tissue after BLM administration. The underlying mechanism appears to be that miR-26a acts in a lung-protective manner by suppressing CTGF, which promotes collagen production and fibrosis. Additionally, BLM stimulation increases transforming growth factor β (*TGF- β*) levels, which further stimulates *Smad3* phosphorylation and nuclear translocation, resulting in decreased miR-26a expression. This decrease in miR-26a levels increases CTGF levels, thereby promoting collagen production and exacerbating fibrosis.

Received 5 February 2025; accepted 31 October 2025;
<https://doi.org/10.1016/j.omtn.2025.102765>.

⁷These authors contributed equally

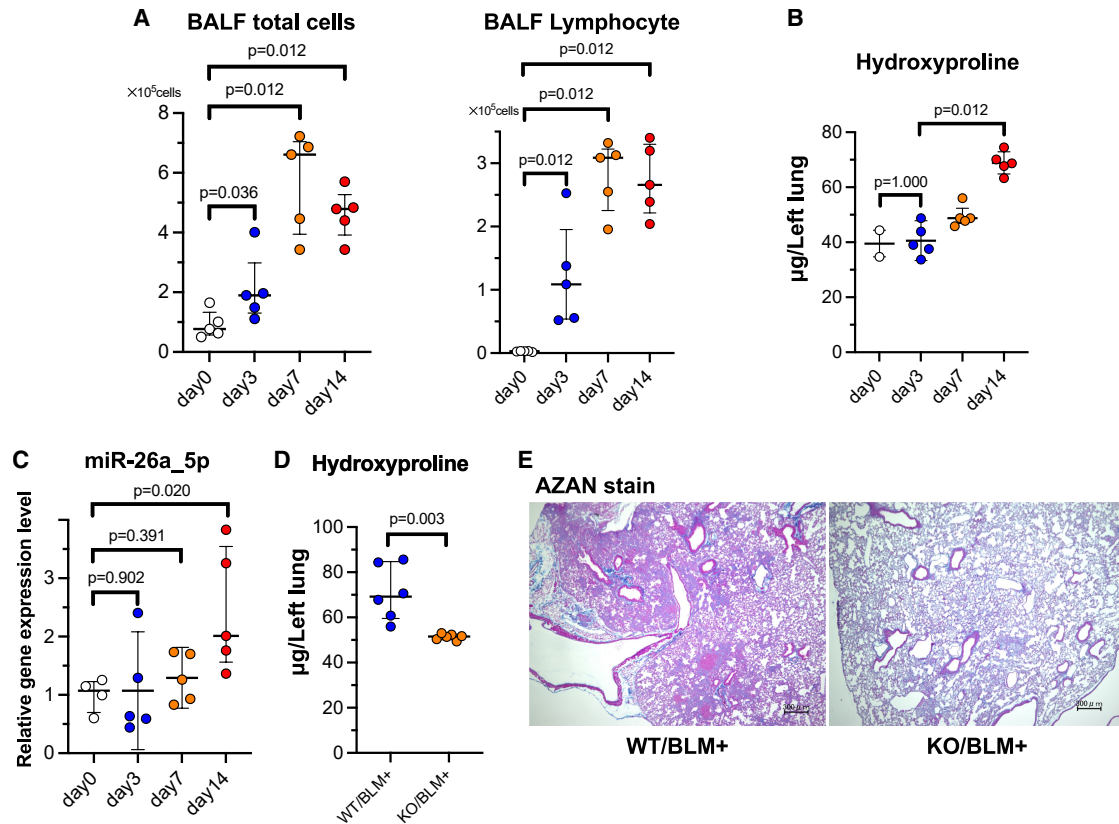

Figure 1. Evaluation of pulmonary fibrosis induced by BLM in miR-26a KO mice

(A) Total cell and lymphocyte counts in BALF were measured 14 days after BLM administration ($n = 5$ /group). (B) Hydroxyproline levels in the left murine lung were measured 14 days after BLM administration ($n = 2-5$ /group). (C) Time course of miR-26a expression in BLM-injured murine lungs measured using quantitative PCR ($n = 4-5$ /group). (D) Hydroxyproline levels in the left murine lung were measured 14 days after BLM administration ($n = 6$ /group). (E) Representative images of Azan staining (high-power field) of murine lung sections. Scale bars, 300 μ m.

While miR-26a has been reported to have antifibrotic effects, these effects have primarily been observed with the suppression of miR-26a localized to the airways. However, the effects of systemic miR-26a deficiency on pulmonary fibrosis have not yet been investigated. Therefore, we conducted a study to determine whether systemic suppression of miR-26a would similarly exacerbate pulmonary fibrosis, as observed with airway-limited suppression of miR-26a, by administering BLM to miR-26a knockout (KO) mice and comparing the results with those from a wild-type (WT) control group.

RESULTS

Evaluation of pulmonary fibrosis induced by BLM in miR-26a KO mice

First, we performed flow cytometry using the bone marrow, thymus, spleen, mesenteric lymph nodes, and peripheral blood leukocytes to analyze the immune cells in miR-26a KO mice. The results showed no significant abnormalities in the differentiation, maintenance, or distribution of B cells and T cells and no significant abnormalities in the production of memory B and T cells (Figures S1A–S1G). Furthermore, no significant difference in alveolar septal thickness

was observed between the lung tissue sections of 8-week-old WT and KO mice, as analyzed using hematoxylin and eosin (H&E) staining and Azan staining (Figures S1H and S1I).

Next, we investigated the dynamics of miR-26a in C57BL/6J WT mice after BLM oropharyngeal aspiration (OA). Total cell and lymphocyte counts in the bronchoalveolar lavage fluid (BALF) were significantly increased by BLM OA (Figure 1A), and hydroxyproline levels were significantly elevated on day 14 compared with those on days 0 and day 3 (Figure 1B), confirming the induction of pulmonary fibrosis by BLM OA. miR-26a expression in the lungs, as measured using quantitative polymerase chain reaction (PCR), was significantly higher on day 14 than on day 0 (Figure 1C). We also measured the levels of other fibrosis-related miRNAs (miR-21, miR-29, and miR-199a) in the lungs of C57BL/6J WT and miR-26a KO mice and observed significant upregulations of fibrosis-related miRNAs 14 days after BLM OA in WT (Figure S1J) but not in KO mice (Figure S1K). Furthermore, in BALB/cJ mice, which are resistant to fibrosis, the hydroxyproline levels on day 14 after BLM OA were significantly lower than those in C57BL/6J mice

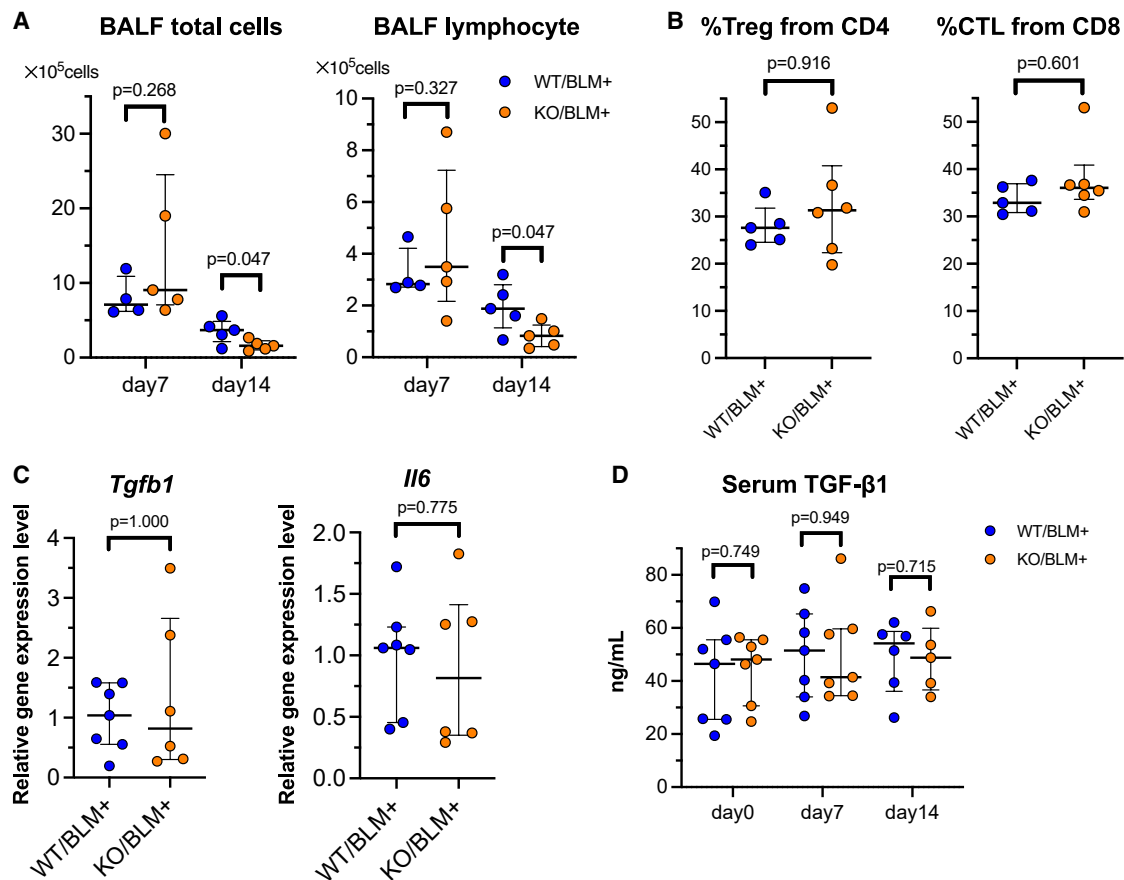

Figure 2. Cytokine evaluation in miR-26a KO mice

(A) Total cell and lymphocyte counts in BALF were measured 7 and 14 days after BLM administration ($n = 4$ –5/group). (B) Flow cytometry analysis of regulatory T cells (Tregs; CD3+/CD4+/CD25+) within CD4+ T cells and cytotoxic T lymphocytes (CTLs; CD3+/CD8+) within CD3+ T cells using murine lung 14 days after BLM administration ($n = 5$ –6/group). (C) Quantitative PCR analysis of *Tgfb1* and *Il6* mRNA expression levels in murine lungs 14 days after BLM administration ($n = 6$ –7/group). (D) ELISA analysis of TGF- β 1 protein levels in the serum before and on 7 and 14 days after BLM administration ($n = 5$ –7/group).

(Figure S2A). Unlike in C57BL/6J mice, no significant increase in pulmonary miR-26a expression was observed in BALB/cJ mice (Figure S2B).

We then compared the effects of BLM OA between miR-26a KO and WT mice (littermates without mutations were used). The hydroxyproline levels on day 14 were significantly lower in the KO group than in the WT group (Figure 1D). Histological analyses using Azan staining of lung tissues showed that fibrosis was less severe in miR-26a KO mice than in WT mice, which was consistent with the observed reduction in the hydroxyproline levels (Figure 1E).

Cytokine evaluation in miR-26a KO mice

To investigate the potential reasons for the milder pulmonary fibrosis observed in miR-26a KO mice than in WT mice, we evaluated inflammation-related factors in the lungs and blood. In BALF analysis on days 7 and 14 after BLM OA, the total cell and lymphocyte counts were significantly lower in the KO group on day 14

(Figure 2A; lymphocyte [%] data are shown in Figure S3). Flow cytometry analysis of lung tissue 14 days after BLM OA revealed no significant differences between WT and miR-26a KO mice in the proportions of regulatory T cells (Tregs, defined as CD3+/CD4+/CD25+) within CD4+ T cells and cytotoxic T lymphocytes (CTLs, defined as CD3+/CD8+) within CD3+ T cells (Figure 2B).

Regarding the mRNA expression levels of *Tgfb1* and *Il6* in the lung tissue on day 14 after BLM OA, no significant differences were observed between WT and miR-26a KO mice (Figure 2C). Similarly, serum TGF- β 1 levels on days 0, 7, and 14 after BLM OA also showed no significant differences between the two groups (Figure 2D).

Suppression of the fibrosis-promoting molecule TIMP-1 via suppressing PI3K/Akt pathway in miR-26a KO mice

No significant differences in inflammatory factors were observed between the WT and miR-26a KO mice. To identify the factors that suppressed fibrosis in the KO mice, we performed a comprehensive

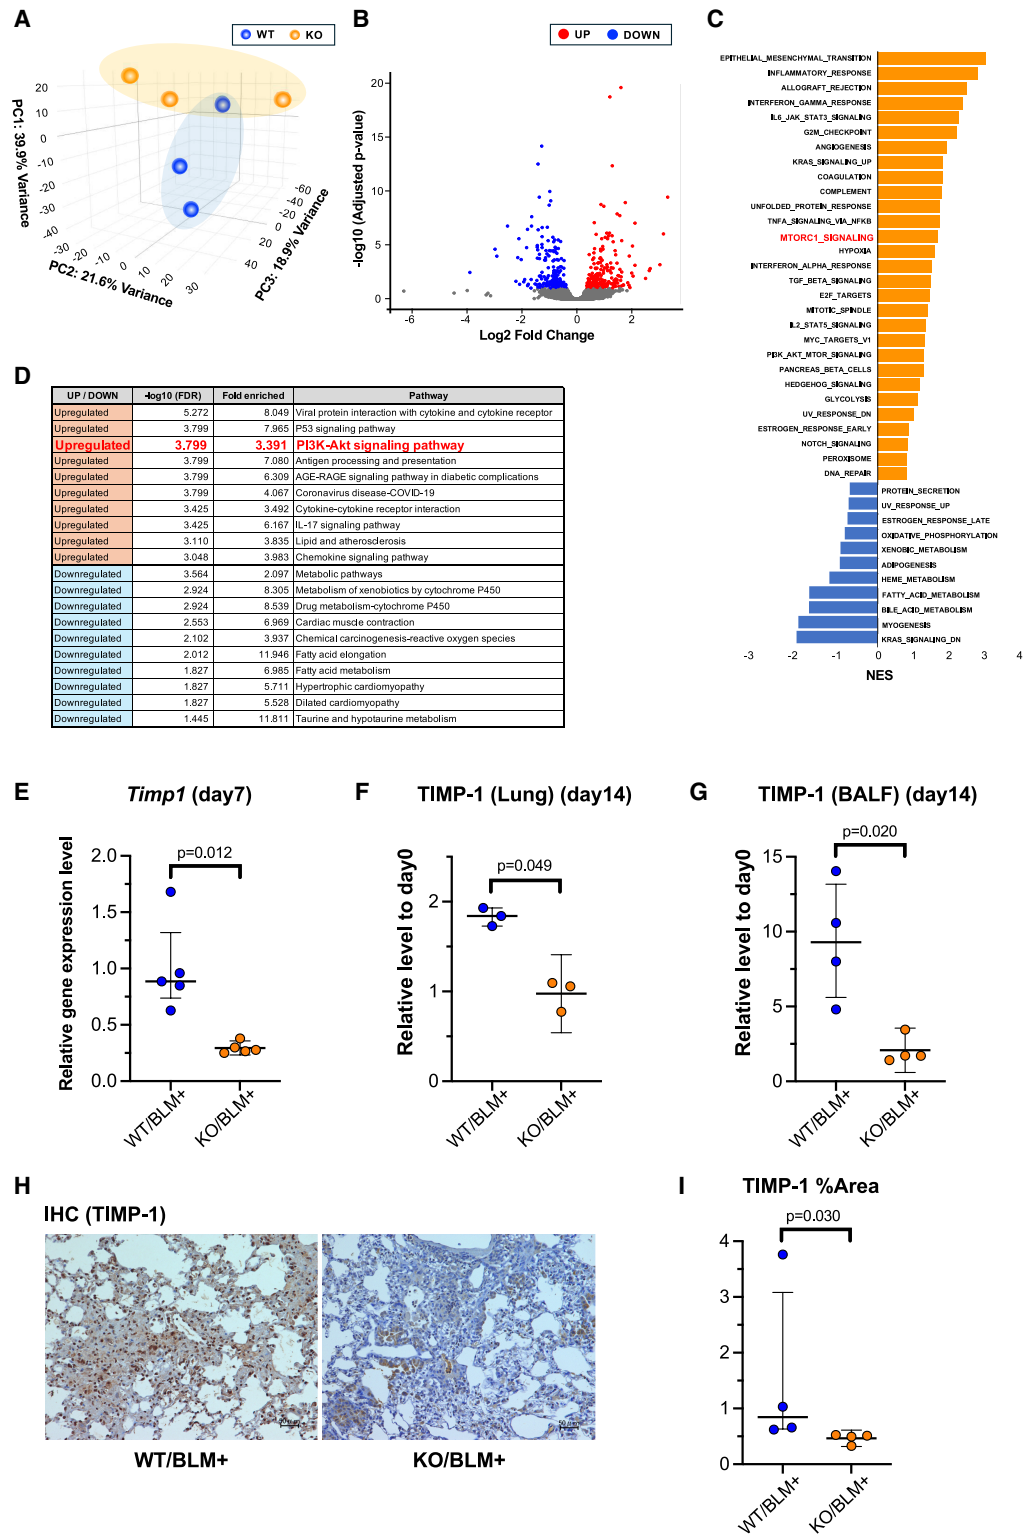

(legend on next page)

comparison of total lung mRNA expression levels between the WT and KO groups using RNA sequencing analysis. Principal-component analysis (PCA) revealed no clear difference in distribution, and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis showed no significant pathways associated with pulmonary fibrosis between the WT and KO groups on day 0 (Figures S4A–S4C). PCA showed that the WT and KO groups on day 7 were clearly distinct, indicating a difference in gene expression between the groups (Figures 3A and 3B). Hallmark analysis revealed that MTORC1 signaling was elevated in the WT group compared with that in the KO group (Figure 3C). Additionally, KEGG enrichment analysis showed that the PI3K/AKT signaling pathway was enriched in the WT group compared with the KO group (Figure 3D).

To further investigate this, we focused on individual genes related to fibrosis and those downstream of the PI3K/Akt-mTOR pathway. *Timp1* mRNA expression in the lung tissue of the KO group showed a marked decrease on day 7 after BLM OA compared with that in the WT group (Figures 3E and S5A). At the protein level, enzyme-linked immunosorbent assay (ELISA) measurements showed that lung TIMP-1 levels on day 14 were significantly suppressed in the KO group compared with those in the WT group (Figures 3F and S5B). Similarly, the increase in BALF TIMP-1 on day 14 was also suppressed in the KO group compared with that in the WT group (Figures 3G and S5C). Immunostaining of lung tissue samples collected on day 14 after BLM administration further confirmed that TIMP-1 expression was reduced in the KO group compared with the WT group (Figure 3H), which was also statistically validated through quantitative analysis using ImageJ2 (Figure 3I).

PTEN as a direct target of miR-26a

We further explored genes as regulators of the PI3K/AKT pathway that could potentially be targets of miR-26a. This analysis led us to focus on the *Pten* gene, which has been shown to be a target of miR-26a (TargetScan: <http://www.targetscan.org/>) (Figure 4A). Using lung tissue samples collected on day 7 after BLM administration, we measured *Pten* mRNA levels and found that *Pten* expression was significantly elevated in the KO group compared with that in the WT group (Figure 4B). Additionally, PTEN protein levels were quantified using ELISA, showing that the KO group had significantly higher PTEN protein levels in the lung tissue on day 14 than the WT group (Figure 4C). Immunostaining further confirmed that PTEN expression was enhanced in the KO group compared with the WT group (Figure 4D), which was also statistically validated through quantita-

tive analysis (Figure 4E). In flow cytometry analysis of total lung cells on day 7 after BLM OA, the percentage of CD45⁺/EpCAM⁺ cells, defined as epithelial cells, was approximately 9.5% in the KO/BLM group, compared with less than 5% in the WT/BLM group (Figure S6).

Differences in the effects of miR-26a by cell type

To explore the potential cell-type-specific effects of miR-26a, which might explain the reduced pulmonary fibrosis observed in miR-26a KO mice, we transfected miR-26a into the fibroblasts derived from the whole lungs of WT and KO mice and measured the mRNA expression levels of fibrosis-related genes using quantitative PCR. Transfection with miR-26a significantly increased miR-26a levels in both groups, confirming successful transfection (Figures 5A and 5E). Regarding *Pten* expression, transfection with miR-26a significantly suppressed *Pten* in both groups (Figures 5B and 5F). Furthermore, *Timp1* and *Acta2* expression was significantly increased in both groups after miR-26a transfection (Figures 5C, 5D, 5G, and 5H). A similar difference was observed in the LA-4 epithelial cells transfected with miR-26a, which showed suppressed *Pten* expression and increased *Timp1* and *Acta2* expression (Figures 5J, 5K, and 5L). Consistently, the human lung fibroblast cell line MRC-5 and the human alveolar epithelial cell line A549 transfected with miR-26a exhibited similar expression changes, showing decreased *Pten* and increased *Timp1* and *Acta2* expression (Figures 6A–6H).

Systemic miR-26a KO enhances PTEN expression and suppresses the fibrosis-promoting molecule TIMP-1 by inhibiting the PI3K/Akt-mTOR pathway, thereby attenuating pulmonary fibrosis, as summarized in graphical abstract.

DISCUSSION

In this study, we demonstrated for the first time that miR-26a KO mice exhibited milder pulmonary fibrosis than WT mice following intratracheal BLM administration. A previous study conducted at different time points has reported decreased miR-26a expression in the lungs of BLM-injured mice and patients with IPF.⁵ Additionally, the intratracheal administration of antagomiR-26a, an miR-26a antagonist, in mice reduced miR-26a expression in the lungs and exacerbated pulmonary fibrosis. Conversely, intratracheal administration of agomiR-26a, an miR-26a agonist, ameliorated histological fibrosis and hydroxyproline levels in the lung tissue following BLM administration. Based on this report, we hypothesized that miR-26a KO mice would exhibit exacerbated pulmonary fibrosis compared with WT mice following BLM administration. However,

Figure 3. Suppression of the fibrosis-promoting molecule TIMP-1 via inhibition of the PI3K/Akt pathway in miR-26a KO mice

RNA sequencing of WT and miR-26a KO murine lungs was conducted on day 7 after BLM administration ($n = 3/\text{group}$). (A) Each dot represents one sample subjected to principal-component analysis (PCA). (B) Volcano plot of differential gene expression between WT and miR-26a KO groups ($n = 3/\text{group}$): the upregulated genes are dotted in red and downregulated in blue. (C) Upregulated and downregulated terms in the hallmark analysis when comparing the WT and miR-26a KO group. (D) Top 10 enriched signaling pathways following KEGG enrichment analysis. (E) Quantitative PCR analysis of *Timp1* mRNA expression in murine lungs on day 7 after BLM administration ($n = 5/\text{group}$). (F and G) ELISA analysis of TIMP-1 protein levels in murine lungs and BALF 14 days after BLM administration ($n = 3\text{--}4/\text{group}$). Values were normalized to the mean value of the day 0 control. (H) Immunohistochemical staining of WT and miR-26a KO murine lungs on day 14 after BLM administration using anti-TIMP-1 antibodies. Scale bars, 50 μm . (I) Quantification of the stained area (% of the total field) in the immunohistochemical staining images shown in Figure 3H ($n = 4/\text{group}$).

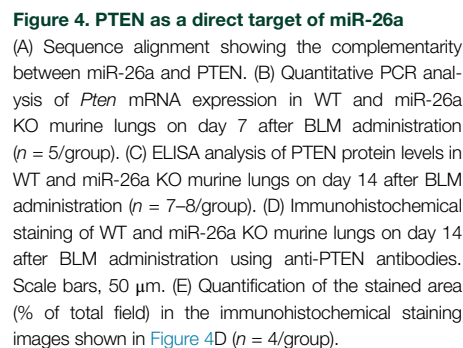

has been reported, and active TGF- β expression in rat lungs has been demonstrated to induce a pronounced fibrotic response.⁹ Based on this, we hypothesized that miR-26a KO mice might exhibit lower TGF- β 1 expression in the lungs and serum, resulting in milder fibrosis. However, no significant differences were observed in lung *Tgfb1* mRNA or serum TGF- β 1 protein levels between WT and KO mice (Figures 2C and 2D). Additionally, no differences were observed in the proportions of Tregs or CTLs in the lungs after BLM administration (Figure 2B). Taken together, these findings suggest that differences in immune cell populations or inflammation-related factors are unlikely to account for the milder pulmonary fibrosis observed in miR-26a KO mice.

As a potential mechanism, we first investigated the role of inflammation, which typically precedes pulmonary fibrosis, to determine whether differences in inflammatory responses between miR-26a KO and WT mice accounted for the observed phenotype. Initially, we confirmed that there were no major abnormalities in the differentiation, maintenance, or distribution of B cells and T cells in KO mice (Figures S1A–G). Furthermore, there was no significant difference in lung structure between the WT and KO groups (Figures S1H and S1I), and whole-lung RNA sequencing also revealed no marked differences (Figure S4). We then considered whether miR-26a KO mice might exhibit reduced susceptibility to fibrosis owing to attenuated systemic inflammation. For instance, elevated serum interleukin (IL)-6, an inflammatory cytokine, has reported to be a predictive marker for acute exacerbation of IPF and a useful indicator of mortality risk.⁶ Additionally, IL-6-deficient mice have been shown to exhibit reduced macrophage and neutrophil accumulation following BLM administration, resulting in attenuated pulmonary fibrosis.⁷

Second, we hypothesized that the absence of suppression of mRNA translation might contribute to the amelioration of fibrosis and conducted a comprehensive investigation using RNA sequencing. PCA of WT and KO mice revealed differences in distribution between the WT and KO groups on day 7 but not differences on day 0 (Figures 3A, 3B, and S4). Hallmark analysis revealed that MTORC1 signaling was elevated in the WT group compared with the KO group (Figure 3C), and KEGG enrichment analysis showed that the PI3K/AKT signaling pathway was enriched in the WT group compared with the KO group (Figure 3D). To further investigate this, we focused on *Timpl*, which is related to fibrosis and is downstream of the PI3K/Akt-mTORC pathway. Four TIMP subtypes (TIMP-1, -2, -3, and -4) are known to inhibit matrix metalloproteinases (MMPs), which are collagen-degrading enzymes.^{10,11} TIMPs are produced by AECs and fibroblasts, and their production is enhanced by inflammatory cytokines, including IL-1, tumor necrosis factor alpha (TNF- α), and TGF- β . Although TIMPs are expressed in

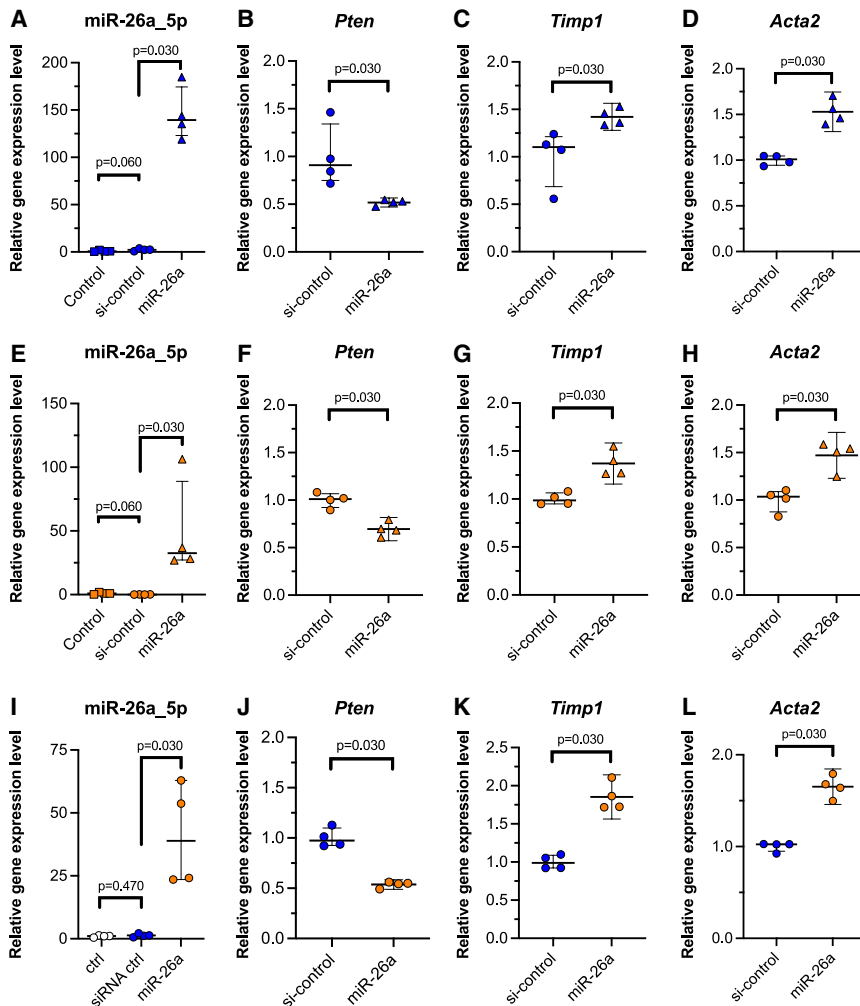

Figure 5. Differences in the effects of miR-26a in mouse-derived cells

(A, E, I) miR-26a levels in primary lung fibroblasts transfected with control, siRNA control, and miR-26a. (A) shows fibroblasts derived from WT mice; (E) shows those from miR-26a KO mice; (I) shows LA-4 cells ($n = 4/\text{group}$). (B–D) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in primary lung fibroblasts derived from WT mice after miR-26a transfection, analyzed using quantitative PCR ($n = 4/\text{group}$). (F–H) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in primary lung fibroblasts derived from miR-26a KO mice after miR-26a transfection, analyzed using quantitative PCR ($n = 4/\text{group}$). (J–L) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in LA-4 cells after miR-26a transfection, analyzed using quantitative PCR ($n = 4/\text{group}$).

many organs throughout the body, TIMP-1 is reported to be particularly abundant in the bladder, lungs, and myocardium (<https://www.proteinatlas.org/ENSG00000102265-TIMP1/tissue>). Accumulation of extracellular matrix (ECM), a key driver of fibrosis, is regulated by matrix MMPs and their endogenous inhibitors, TIMPs. TIMP-1 is associated with myocardial fibrosis¹² and is used as a biomarker to evaluate the progression of liver fibrosis.¹³ Regarding TIMP-1 and pulmonary fibrosis, increased *Timp1* mRNA and protein levels have been reported in the lung tissue and BALF following intratracheal BLM administration in C57BL/6 mice.¹⁴ A study comparing fibrosis-sensitive C57BL/6 mice and fibrosis-resistant BALB/c mice showed that *Timp1* mRNA levels and BALF concentrations were significantly elevated 1 and 14 days after BLM administration compared with pre-administration levels, with significantly higher levels in the C57BL/6 group. Thus, elevated TIMP-1 levels are strongly correlated with the severity of fibrosis.¹⁵ Additionally, increased *Timp1* mRNA levels were observed in lung tissues obtained from patients with IPF in the IPF-PRO Registry cohort, where elevated levels were associated with disease severity, as measured us-

ing pulmonary function tests and imaging-based fibrosis assessment.¹⁶ While TIMP-1 appears to play a significant role in the mechanism by which miR-26a KO mice exhibited milder pulmonary fibrosis than WT mice (Figures 3E–3I), *Timp1* does not contain a direct target sequence for miR-26a. Therefore, we explored the potential upstream pathway target genes. In neonatal cardiac fibroblasts, inhibition of the PI3K/Akt-mTOR signaling pathway suppresses the transcription and translation of *Timp1*, *Col1*, and *Tgfb1*, suggesting that the mTOR pathway regulates *Timp1* expression.¹⁷ Keith et al. have reported that mTOR inhibitors inhibit human lung myofibroblast differentiation, resulting in ECM deposition.¹⁸ Through an analysis of miR-26a target genes related to the mTOR pathway, we identified the *Pten* as a potential upstream regulator. miR-26a is known to suppress *Pten* translation by targeting its 3' UTR¹⁹ (TargetScan, https://www.targetscan.org/vert_80/) (Figure 4A). PTEN inhibits the PI3K-Akt-mTOR pathway, which regulates cell proliferation, survival, and energy homeostasis.²⁰ The suppression of *Pten* by miR-26a inhibits the mTOR pathway, thereby reducing *Timp1* expression.¹⁷ AEC injury and subsequent repair abnormalities are crucial in the progression of pulmonary fibrosis, with injured AECs releasing pro-fibrotic signals, including TGF- β , that activate fibroblasts and promote ECM accumulation.²¹ Miyoshi et al. have reported that lung-epithelium-specific PTEN-deficient mice exhibited exacerbated fibrosis after BLM administration compared with WT mice.²² These mice exhibited increased AEC dissociation, decreased tight junction protein expression, and enhanced basement membrane disruption after lung injury, suggesting that epithelial PTEN plays a protective role in maintaining the integrity of the alveolar epithelium. Moreover, decreased *Pten* expression and Akt activation were observed in the AECs obtained from patients with IPF, further

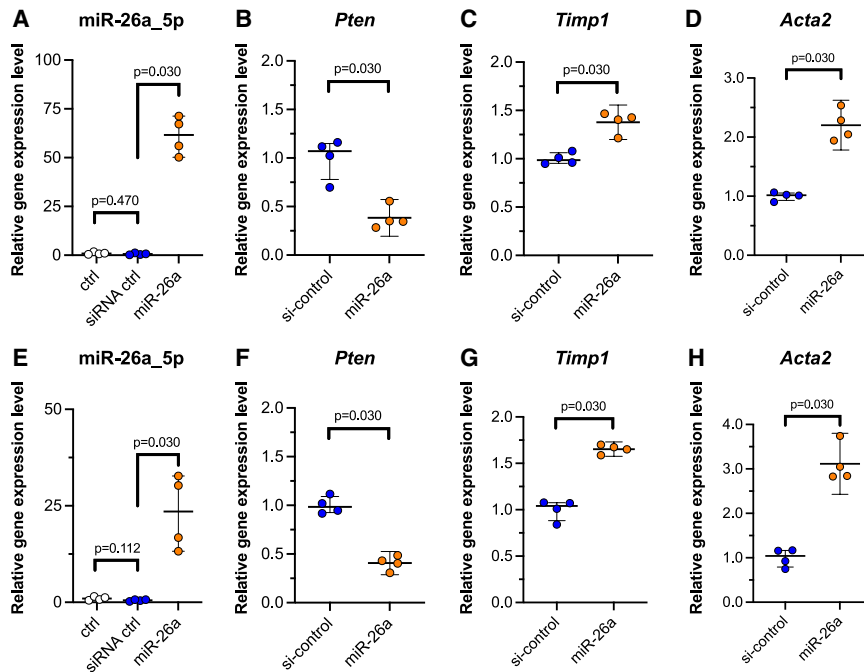

Figure 6. Differences in the effects of miR-26a in human-derived cells

(A and E) miR-26a levels in MRC-5 cells and A549 cells transfected with control, siRNA control, and miR-26a. (A) shows MRC-5 cells; (E) shows A549 cells ($n = 4/\text{group}$).

(B–D) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in MRC-5 cells after miR-26a transfection, analyzed using quantitative PCR ($n = 4/\text{group}$).

(F–H) Relative changes in *Pten*, *Timp1*, and *Acta2* mRNA expression levels in A549 cells after miR-26a transfection, analyzed using quantitative PCR ($n = 4/\text{group}$).

indicating the importance of PTEN in the pathogenesis of pulmonary fibrosis. In our study, *Pten* mRNA and protein levels were significantly increased in the KO group compared with those in the WT group following BLM administration (Figures 4B–4E). Furthermore, transfection of miR-26a into fibroblasts derived from both WT and KO mice decreased *Pten* expression and increased *Timp1* and *Acta2* expression (Figure 5). Additionally, miR-26a KO mice showed milder epithelial cell damage or faster recovery compared with WT mice (Figure S6), reflecting the protective effects of PTEN on AECs. Based on these results, the mechanism by which miR-26a KO mice exhibited milder pulmonary fibrosis than WT mice is summarized in graphical abstract. Previous reports have suggested that PTEN inhibits the PI3K-Akt-mTOR pathway,^{17,20} which exerts protective effects on AECs,^{22,23} and that TIMP-1 promotes ECM accumulation, including that of type I collagen.²⁴ Under normal conditions, the PI3K/Akt-mTOR pathway is activated by cytokines such as TGF- β 1, leading to increased TIMP-1 expression and promoting fibrosis through ECM accumulation. However, in miR-26a KO mice, elevated *Pten* expression suppresses the mTOR pathway, leading to reduced *Timp1* expression and myofibroblast differentiation, without changes in TGF- β protein or mRNA levels, ultimately resulting in decreased ECM accumulation and attenuated fibrosis. These findings suggest that the PTEN/TIMP-1 axis acts as a TGF- β -independent pathway contributing to fibrosis regulation in miR-26a KO mice. Additionally, enhanced *Pten* expression in miR-26a KO mice may reduce AEC damage, contributing to the attenuation of subsequent pulmonary fibrosis.

The results of our study differed from those of a previous report,⁵ which concluded that miR-26a ameliorates pulmonary fibrosis. How-

ever, consistent with the findings of the present study, more recent research using miR-26a KO mice has reported attenuated fibrosis in the shoulder joint in a frozen shoulder model compared with WT mice, along with reduced expression levels of *Colla1* in synovial fibroblasts.²⁵ There are several possible explanations for the discrepancy. First, approximately 1,000 target genes have been reported for miR-26a (TargetScan, <http://www.targetscan.org/>), and it is possible that multiple genes other than *Pten* are affected. Additionally, as multiple miRNAs share target mRNAs with complementary sequences, the expression levels of individual miRNAs may directly influence each other or shared signaling pathways.²⁶ For instance, both miR-21 and miR-146a regulate the nuclear factor- κ B signaling pathway, and their balance affects the inflammatory response.²⁷ Furthermore, miRNA functions are modulated through complex interactions with other miRNAs and their mRNA targets, and altered miRNA expression levels have also been shown to affect target selection.²⁸

In the case of miR-26a KO, as in this study, the relative influence of other miRNAs may have increased or decreased, potentially contributing to the observed improvement in fibrosis. However, our findings revealed that the expression levels of miR-21, miR-29, and miR-199a, which have been implicated in the regulation of pulmonary fibrosis, were significantly elevated 14 days after BLM administration in WT mice (Figure S1J), whereas no significant changes were detected in miR-26a KO mice (Figure S1K). These results suggest that the attenuation of fibrosis observed in miR-26a KO mice is primarily attributable to the deficiency of miR-26a itself rather than secondary changes in other miRNAs. Conversely, these findings suggest that BLM administration induces changes in the expression of multiple miRNAs, which may interact with common fibrotic signaling pathways. Second, miR-26a exerts cell-type-specific effects. For example, miR-21a has been shown to increase collagen cross-linking in cardiac fibroblasts and cause myocardial fibrosis, while exhibiting cardioprotective effects by inhibiting cardiomyocyte apoptosis.²⁹ Compared with the localized suppression or overexpression of miR-26a in the airways and lungs, systemic KO of miR-26a may

have resulted in more dynamic changes. According to the single-cell transcriptomic data of human lung cells from patients with IPF reported by Adams et al.,³⁰ *Pten* is broadly expressed in both epithelial cells and fibroblasts, whereas *Timp1* is mainly expressed in fibroblasts. These findings may explain the differences between the previously reported miR-26a agonist/antagonist models, which primarily act on airway epithelial cells, and the global KO model that affects both epithelial cells and fibroblasts (Figure S7).

Finally, differences in the timing of miR-26a suppression may have influenced our results. In BLM-induced pulmonary fibrosis, it has been reported that early suppression of IL-6 worsens fibrosis, while late suppression improves it.³¹ This suggests that the timing of the miR-26a suppression plays a critical role. In miR-26a KO mice, suppression occurred before the onset of pulmonary fibrosis, whereas the suppression of miR-26a using antagomiR occurred after BLM administration. These differences in timing may have contrasting effects on the progression of fibrosis. Further investigation involving the temporal modulation of miR-26a, either through overexpression or inhibition, at multiple time points following BLM administration, may provide a more detailed understanding of its role during the progression of fibrosis. Potential therapeutic approaches based on this mechanism include the use of miR-26a antagomiRs, small molecules that stabilize or activate PTEN, and the targeted delivery of RNA-based therapeutics. Although preclinical researches have advanced our understanding of these mechanisms, the field of miRNA-based therapeutics remains in its early stages, with only a few studies progressing to clinical development.³²

The limitations of this study were as follows. Although miR-26a is a common miRNA present in both mice and humans and we also obtained supportive results in human cell lines, our main findings were derived from mouse experiments, and their relevance to human disease remains to be clarified. Additionally, the *in vivo* effects of miR-26a on different organs and cell types have not yet been fully elucidated. Moreover, because the KO mice were bred in our facility, the number of mice available at one time was limited, leading to experiments with relatively small sample sizes. Finally, miRNA-mediated regulatory networks are highly complex. The PTEN and PI3K/Akt-mTOR signaling pathways examined in this study represent only a part of this intricate network, and other relevant pathways may play additional roles.

Conclusions

We demonstrated that miR-26 KO enhances PTEN expression and decreases downstream TIMP-1 expression, thereby attenuating pulmonary fibrosis in miR-26a KO mice. Although numerous studies have shown that miR-26a acts in a lung-protective manner, this study is the first to present findings suggesting the opposite effect.

The contrasting outcomes between local and systemic suppression of miR-26a, as observed in our study, suggest that systemic suppression of miR-26a across multiple organs and cell types may result in entirely different mechanisms than localized suppression. Eluci-

dating the specific roles of individual miRNAs is essential for identifying potential therapeutic targets; however, to translate these findings into clinical applications, further studies using conditional knockout models targeting specific cell types or organs, miRNA profiling, and network analyses will be required.

These findings further highlight the need to overcome key challenges, such as improving miRNA selectivity toward their intended targets and optimizing the timing of intervention before miRNA-based therapies can be translated into clinical applications. Elucidating the intricate regulatory networks mediated by miRNAs is critical for understanding disease mechanisms and developing novel therapies.

MATERIALS AND METHODS

Animals

miR-26a KO, C57BL/6J, and BALB/cJ mice were used in this experiment. In comparative experiments with miR-26a KO mice, littermates without mutations were used as the control group and referred to as WT. miR-26a-1 KO and miR-26a-2 KO mice were generated individually using the CRISPR/Cas9 system, as previously described.^{33,34} Briefly, two single-guide RNAs targeting each of the miR-26a-1 and miR-26a-2 genes were designed to form a complex with the genome-editing enzyme Cas9. This complex recognizes and cleaves target genes, resulting in a KO state. Heterozygous mice with the same deletion sequence were bred to generate homozygous KO mice (miR-26a-1^{-/-} and miR-26a-2^{-/-}). Subsequently, these homozygous KO mice were crossed to produce complete miR-26a KO mice (miR-26a^{-/-}). To confirm the gene deletion, genotyping PCR was performed using tail DNA and the following primer sets: miR-26a-1: F, CTGCCTGTTGTTGTCTA; R, CTACAGGCAAAGGTTGAGA; and miR-26a-2: F, CatAGACTGGTGGCCAGTT; R, CTTCATTGAGGCAGACCAT. The absence of miR-26a expression in the tissues and organs of the miR-26a KO mice was confirmed using PCR. C57BL/6J and BALB/cJ mice (6–8 weeks old, male) were purchased from The Jackson Laboratory Japan (Yokohama, Japan) and housed in a pathogen-free room under controlled environmental conditions with a 12-h light/dark cycle and free access to food and water. All experimental procedures were approved by the Animal Research Committee of Hiroshima University (approval numbers: A22-86 and 2021-51-7) and were conducted in accordance with the *Guide for the Care and Use of Laboratory Animals*, 8th ed., 2010 (National Institutes of Health, Bethesda, MD, USA).

OA of BLM in mice

Eight-week-old male mice were randomly divided into the BLM-induced pulmonary fibrosis group and control groups. To induce the pulmonary fibrosis, each mouse was anesthetized via intraperitoneal injection of 100 μ L of a mixed anesthetic containing medetomidine (0.3 mg/kg body weight, Kyoritsu Seiyaku, Tokyo, Japan), midazolam (4 mg/kg body weight, Sandoz K.K., Tokyo, Japan), and butorphanol (5 mg/kg body weight, Meiji Seika Pharma, Tokyo, Japan). BLM (Nippon Kayaku, Tokyo, Japan) diluted with saline

was administered oropharyngeally using a micropipette, with a dosage of 1.5 µg/g body weight. The mice in the control group were administered saline. Following BLM administration, mice were revived from anesthesia with an intraperitoneal injection of 100 µL of atipamezole hydrochloride (Kyoritsu Seiyaku). On days 7 and 14 after BLM administration, mice were re-anesthetized using the same anesthetic protocol. BALF and lungs were collected for further analysis. These analyses included measurement of hydroxyproline content, mRNA expression analysis, flow cytometry, ELISA, histological evaluation, and whole-lung RNA sequencing.

Hydroxyproline assay

The left lung was used for the hydroxyproline analysis. The hydroxyproline measurement was performed as follows: The left lung was homogenized in 1 mL of phosphate-buffered saline (PBS), and 1 mL of HCl was added for hydrolysis at 120°C for 16 h. After hydrolysis, 500 µL of the supernatant was centrifuged at 10,000 rpm for five minutes. From this, 5 µL of the supernatant was transferred into a 96-well plate. Hydroxyproline standards (5 µL) were also added to the 96-well plate, followed by the addition of 5 µL of citrate/acetate buffer and 100 µL of chloramine T solution. After incubation at room temperature for 30 min, 100 µL of Ehrlich's reagent was added, and the plate was further incubated at 65°C for 30 min. After cooling to room temperature for 5 min, the absorbance was measured at 550 nm using a plate reader.

Analysis of BALF

BALF was collected on day 0 (before BLM OA) and on days 3, 7, and 14 after BLM OA. After euthanasia, the trachea of each mouse was exposed and cannulated using an 18-gauge cannula. The lungs were washed three times with PBS (0.5 mL), and the lavage fluid was collected. After centrifuging at $300 \times g$ for five minutes at 4°C to remove cells, the supernatant was stored at −80°C. The cell pellet was resuspended in 1 mL of Dulbecco's modified Eagle's medium (DMEM), and red blood cells were lysed using ACK lysis buffer (Thermo Fisher Scientific, Waltham, MA, USA). Total cell counts were determined using an automated cell counter, whereas differential cell counts were assessed using Diff-Quik staining (International Reagents, Kobe, Japan) after cytospin preparation (Thermo Fisher Scientific).

Blood sampling

Blood samples for TGF-β1 measurement were collected from the facial vein or via cardiac puncture of the right ventricle of anesthetized mice on days 0 (before BLM OA), 7, and 14 after BLM OA. The collected blood samples were centrifuged at 3,000 rpm for 15 min at 4°C to remove cells, and the serum was stored at −80°C.

Histological examination

The collected lung tissue sections were fixed in 2% formalin solution (Nacalai Tesque, Kyoto, Japan), embedded in paraffin, and stained with H&E and Azan stain for histological analysis. The equivalent diameter of the alveolar wall was measured as described previously.³⁵ Four randomly selected regions were imaged and captured at a

magnification of $\times 40$ using a BZ-9000 microscope (Keyence, Osaka, Japan), and a 10-µm division calibration slide (AX0001, Olympus Co., Tokyo, Japan) was used to generate scale bars. Images were quantified using ImageJ2 (v.2.16.0/1.54p).³⁶ All images were calibrated using the same scale. Eight measurements of alveolar wall thickness were recorded for each image.

Quantitative PCR

The extracted murine lungs were homogenized in 1 mL of TRIzol reagent (Life Technologies), and RNA was extracted using the RNeasy Mini Kit (QIAGEN, Venlo, the Netherlands). The extracted RNA was reverse transcribed into cDNA using a High-Capacity RNA-to-cDNA Kit (Applied Biosystems, Foster City, CA, USA). The expressions of mRNA were measured using quantitative PCR with the Applied Biosystems 7500 Fast Real-Time PCR System (Applied Biosystems) with the following TaqMan Gene Expression Assays (all from Applied Biosystems) according to the manufacturer's protocol: *Tgfb1* (Assay ID, Mm03024053_m1), *Il6* (Assay ID, Mm00446190_m1), *Pten* (Assay ID, Mm00477208_m1), *Timp1* (Assay ID, Mm01341361_m1), *Col1a1* (Assay ID, Mm00801666_g1), *Acta2* (Assay ID, Mm00725412_s1), *Pten* (Assay ID, Hs02621230_s1), *Timp1* (Assay ID, Hs01092512_g1), and *Acta2* (Assay ID, Hs00426835_g1). The expression of miR-26a-5p (Assay ID, RT/TM000405), miR-21 (Assay ID, 000397), miR-29a (Assay ID, 002112), and miR-199a-3p (Assay ID, 002304) was measured using quantitative PCR with a TaqMan miRNA assay (Thermo Fisher Scientific). *Rn18s* (Assay ID, Mm03928990_g1), *Actb* (Assay ID, Mm02619580_g1), *Rn18s* (Assay ID, Hs99999901_s1), and *Actb* (Assay ID, Hs01060665_g1) for the gene and U6 snRNA (Assay ID, RT/TM001973) for the miRNA were used as internal controls to normalize the sample differences.

ELISA

Serum levels of TGF-β1 were measured by using ELISA with the TGF-β1 ELISA Kit (R&D Systems) according to the manufacturer's protocol. The total protein concentration in the samples was also measured, and the results were expressed as ng/mg of protein. Using tissue inhibitor of metalloproteinase-1 (TIMP-1)-Cell Lysate Mouse ELISA kit (Thermo Fisher Scientific) and the ELISA Kit for Phosphatase and Tensin Homolog (PTEN) WLS/96test (Cosmo Bio), TIMP-1 and PTEN protein levels were measured in homogenized right lung lobes of the mice. The results were expressed as ng/mg of protein for TIMP-1 and pg/mg of protein for PTEN. TIMP-1 protein levels in the BALF were measured and expressed as ng/mL.

RNA extraction and sequencing

WT and KO mice were euthanized on day 0 (before BLM OA) and 7 days after BLM OA. The extracted murine lungs were homogenized in 1 mL of TRIzol reagent (Life Technologies), and total lung RNA was extracted using the RNeasy Mini Kit according to the manufacturer's protocol. Transcriptome analysis, based on 3' UTR RNA sequencing, was performed at the Department of Trans-omics, Medical Institute of Bioregulation, Kyushu University (Fukuoka, Japan).³⁷ Transcriptome data were analyzed using the

integrated differential expression and pathway (iDEP) platform³⁸ to identify differentially expressed genes and to perform pathway enrichment analysis based on the KEGG and HALLMARK gene sets. Raw RNA sequencing data were deposited in the NCBI database for the Biotechnology Information Gene Expression Omnibus database (GEO: GSE302309).

Immunostaining

Lung tissue sections were subjected to antigen retrieval in 10 mmol/L sodium citrate buffer (pH 6.0) in a microwave for 20 min, followed by staining with the ENVISION+kit/horseradish peroxidase (HRP) (Dako, Tokyo, Japan).³⁹ After blocking endogenous peroxidase and proteins, the sections were incubated with rabbit anti-TIMP-1 antibody (BS-0415R, 1:200, Bioss, Woburn, MA, USA) and rabbit anti-PTEN antibody (#9559, 1:1,000; CST, USA). Next, HRP-labeled anti-rabbit immunoglobulin G (IgG) antibody (#424144, Nichirei, Tokyo, Japan) was used, followed by a substrate chromogen reaction. Sections were counterstained with hematoxylin. The stained specimens were checked, and micrographs were obtained under the same photographic conditions at four representative locations where DAB coloration was considered the strongest. The micrographs were captured using a BZ-9000 microscope. The ImageJ2 was used to separate the DAB- and hematoxylin-stained regions. The percentage areas of the DAB-stained regions were calculated and compared.

Cell isolation

LA-4 cells, A549 cells, and MRC5 cells were cultured in DMEM (Thermo Fisher Scientific) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin and maintained at 37°C in a 5% CO₂ incubator. To isolate primary lung fibroblasts, WT and KO mice were euthanized and perfused with 10 mL of PBS via the right ventricle. The whole lung was excised, finely minced, and incubated with shaking at 37°C for 30 min in RPMI 1640 medium (Thermo Fisher Scientific) containing 1.0 mg/mL of collagenase A (Roche Diagnostics, Basel, Switzerland) to generate a single-cell suspension. The resulting solution was filtered through 100 and 40 µm filters to remove debris, and the cell suspension was centrifuged at 1,200 rpm for four minutes at 4°C to obtain a cell pellet. The cell pellet was resuspended in DMEM supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. After counting, the cells were seeded at a density of 2.5×10^6 cells per 10 cm dish and cultured at 37°C in a 5% CO₂ incubator. The first medium change was performed 24 h after seeding, and the medium was subsequently changed every 2–3 days for a total of three passages.

Flow cytometry

Single-cell suspensions for flow cytometry were prepared as follows. The lower right lobe of the mouse lung was excised and finely minced. The lung tissue was incubated with shaking at 37°C for 30 min in RPMI 1640 medium containing 1.0 mg/mL collagenase A. The resulting suspension was passed through a 70 µm filter to remove debris, and red blood cells were removed using ACK lysis

How the deposited data were processed for this re-analysis (not part of the article)

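RNA from the whole lungs of 12 male mice was measured by BRB-seq, in 3 WT and 3 KO littermates on day 0 (before BLM) and in 3 WT and 3 KO littermates on day 7 after BLM. The authors' processing, as named in the submitters' notes, used UMI-tools 1.1.1, Trim Galore 0.6.7, HISAT2 2.2.1 and featureCounts 2.0.1 on the genome build GRCm39. The deposited counts are whole numbers per gene and mouse, without normalization, in a table of 33809 genes for day 0 (2123 of them at 0 in every mouse) and one of 33023 genes for day 7. The columns were matched to genotype, day and mouse by their names, and to library mixes by the deposited list of barcodes, and 0 columns were left out. The deposited counts do not hold the miR-26a precursors, so that the loss of miR-26a in KO mice could not be checked from them.

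The total count was 1293101, 1532038 and 1872670 in the WT mice of day 0, 1579813, 1588093 and 1052334 in the KO mice of day 0, 676124, 2114003 and 1948410 in the WT mice of day 7, and 500222, 2351944 and 1727558 in the KO mice of day 7. The filter on low counts kept 11682 genes for the test on day 0 and 12185 on day 7, and left out rare transcripts, among them Il6, Tnf and Il2ra on day 7 (40, 11 and 25 counts over the 6 mice).

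From the counts, genes were kept by filterByExpr and normalized by TMM, and the genotypes were compared within each day by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment at a threshold of 0.05. The difference between the genotype effects of the days was tested by an interaction term over the 12 mice, in 12785 genes kept of 29495 genes present in both tables. Principal components were computed from log2 CPM with a prior count of 2, centred and not scaled, and the share of variance between the genotypes was ranked among the 10 splits of 6 mice into 3 and 3. Gene lists were tested by camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over 49 lists within a day (48 lists and the union of the PI3K-Akt lists). The lists, written from general knowledge, cover signaling and metabolic pathways, cell types of the lung and of tissue that can be dissected with it, and quality genes. The enrichment of PI3K-Akt genes among the genes higher in WT was tested by a one-sided Fisher's exact test against all genes tested.

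Genes were named in the text by a rule: every gene the paper names; on each day up to 10 genes higher and 10 lower in KO with the smallest adjusted p among those whose KO and WT values do not overlap; the up to 4 members of each list described with the smallest p; and the 5 genes with the smallest p in the interaction. Other genes are named where the text says so.

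Alternatives were DESeq2 1.42.0, RLE in place of TMM, no filter on low counts, a filter of at least 0.5 CPM in 1 library, voom, an adjusted p under 0.1, the mouse number as a block, other settings for the principal components (log2 of CPM plus 4, the 500 most variable genes, genes scaled to unit variance), camera with an estimated correlation, fry, preranked GSEA by fgsea 1.28.0, all 12 mice in one fit, the PI3K-Akt list without its matrix proteins, and leaving out each mouse in turn. Leaving out both mice of lowest total on day 7 was added after the totals were seen. With 1 mouse left out, its group has 2 mice and the spread is pooled over both groups.

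The steps were tested on simulated data of the same depth, with known changes put into 50 genes per size. On day 0 the test recovered 68% of the genes raised 2-fold, 100% of those raised 4-fold, 38% of those lowered to 0.5 and 86% of those lowered to 0.25. On day 7 these shares were 76%, 100%, 64% and 86%, and in the interaction 24%, 90%, 18% and 68%. Genes simulated without a change were called as well: 4 on day 0 (2.67% of the calls), 16 on day 7 (8.94%, above the nominal 5%) and 2 in the interaction (1.96%).

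Sites for the seed of miR-26a were searched in the 3′ UTRs of 21037 of 21901 protein-coding genes of the GENCODE M21 annotation on GRCm38, since GRCm39 was not at hand. The counts were joined to the sites by gene, and no count was made anew on GRCm38.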

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

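Of the tests in this part, those of the clock and of the muscle genes and the regroupings that keep day 7 were chosen after the result was seen, and the rules for the heart muscle genes and for a lasting effect on the clock were rewritten after their values were seen.

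The genotype effect on day 7 differed from that on day 0 in 196 genes by the interaction test of edgeR. Of 200 regroupings of the mice within the days, 100 were drawn, and 1 of these, the real one, gave a count as large as 196 (highest other 182), but regroupings that break the groups of day 7 remove its difference and so do not test one between days. The groups of day 7 are kept, with day 0 regrouped, in 20 regroupings, which were run after this was seen: 1 of them, the real one, gave as many as 196, the highest other gave 182, 9 others gave more than 50 genes, and 20 are too few for a share under 0.05. Drawn regroupings without the real groups of day 7 gave at most 2 genes, so the count needs the difference of day 7, where library mix and genotype cannot be told apart, and it depends on the groups of day 0 as well, since the others of the 20 gave as few as 7. It was 74 without WT mouse 3 of day 7 and 324 without KO mouse 1 of day 0.

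The 5 genes with the smallest p in that test were Spp1, at a difference of −3.60 on the log2 scale, Nr1d1 at 4.11, Nr1d2 at 3.14, Aox3 at 1.96 and Cbr2 at 2.62. Each came up because its genotype effect differed between the days. The same held for lists of genes outside those the paper discusses for these counts, given as median differences with the adjusted p from camera and then the one with an estimated correlation, and not computed with mice left out. Listed are those that passed and whose p with an estimated correlation was under 0.05 before adjustment. Others passed with the preset correlation alone, such as the interferon response, at −0.38 (adjusted p = 9.35e-06 from camera and 0.260), and club cells, at 1.04 (adjusted p = 0.00167 and 0.265). More negative on day 7 were monocyte-derived macrophages, at −1.48 (adjusted p = 4.90e-14 and 0.0483), cell cycle genes, at −0.97 (adjusted p = 1.12e-14 and 0.0548), cytokines and chemokines, at −0.68 (adjusted p = 5.71e-06 and 0.0652), transitional alveolar epithelial cells, at −0.63 (adjusted p = 2.97e-06 and 0.0548), p53 targets, at −0.46 (adjusted p = 0.000184 and 0.0652), metalloproteinases and their inhibitors, at −0.45 (adjusted p = 0.00223 and 0.0652), and miR-26a targets, at −0.21 (adjusted p = 0.00379 and 0.145). More positive on day 7 were clock genes, at 0.99 (adjusted p = 0.000510 and 0.170), AT2 cells, at 0.85 (adjusted p = 1.18e-12 and 0.0652), xenobiotic and glutathione metabolism, at 0.85 (adjusted p = 4.62e-16 and 0.0652), ciliated cells, at 0.79 (adjusted p = 1.21e-08 and 0.0548), sterol synthesis, at 0.41 (adjusted p = 0.000184 and 0.170), and fatty acid metabolism, at 0.29 (adjusted p = 2.07e-05 and 0.0656).

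Before BLM, where the paper reports no difference in the principal components, 15 of 49 lists passed with the preset correlation, and 14 in the highest of the other splits; 1 of the 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05. Clock genes had a median of −0.62 (adjusted p = 1.77e-05 from camera, and 0.292 with an estimated correlation), and ciliated cells one of −0.44 (adjusted p = 2.18e-06 and 0.292), both lower in KO. Higher in KO were monocyte-derived macrophages, at 0.23 (adjusted p = 0.00734 and 0.292), cell cycle genes, at 0.33 (adjusted p = 0.00437 and 0.292), p53 targets, at 0.19 (adjusted p = 0.00677 and 0.292), and miR-26a targets, at 0.16 (adjusted p = 0.0137 and 0.292). Without KO mouse 1 the cell cycle list did not pass (adjusted p = 0.121) and without WT mouse 1 its median was 0.16, the p53 list did not pass without KO mouse 2 (adjusted p = 0.0518), and the miR-26a targets did not pass without WT mouse 1 (adjusted p = 0.0970). Xist, at a log2 fold change of 1.88 on day 0, came up as a gene outside those the paper discusses. Its counts were 11, 15 and 18 in WT and 62, 50 and 40 in KO, Y-linked genes were counted in all 12 mice, and its call was lost without WT mouse 2 (adjusted p = 0.0840 from edgeR).

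On day 7, 28 of 49 lists passed with the preset correlation, and 27 in the highest of the other splits; 1 of the 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05. Lists outside those the paper discusses for these counts came up. Lower in KO were monocyte-derived macrophages, at −1.01 (adjusted p = 5.80e-12 and 0.254), cell cycle genes, at −0.75 (adjusted p = 1.29e-13 and 0.254), cytokines and chemokines, at −0.55 (adjusted p = 1.53e-06 and 0.254), transitional alveolar epithelial cells, at −0.54 (adjusted p = 1.14e-09 and 0.221), and metalloproteinases and their inhibitors, at −0.29 (adjusted p = 0.00225 and 0.254). Higher in KO were muscle genes, at 1.26 (adjusted p = 2.77e-11 and 0.221), and fatty acid metabolism, at 0.32 (adjusted p = 7.82e-07 and 0.254). These 7 lists passed with each mouse left out.

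Of the clock list, 1 of 16 genes passed on day 0 (Per3, lower in KO), and on day 7 5 of 17 were higher and 2 lower, where the list itself did not pass (adjusted p = 0.349 from camera). By sign alone, whether called or not, the 9 tested genes of the Rev-erb arm lay below 0 on day 0 and the 3 of the Bmal1 arm above, a difference of means of 1.64 (permutation test across genes, p = 0.00455), and on day 7 the 8 and 5 tested genes were the other way round, a difference of −1.96 (permutation test across genes, p = 0.00233), but the arms were set against each other after their values were seen, so that this restates the pattern and adds no support. A lasting effect of the knockout on the clock stays open: 8 of 15 clock genes had opposite signs on the days and passed the interaction test, but a lasting shift of phase could turn its sign if the days were collected at different hours, and Nr1d1 in WT mice was at −4.10 on day 7 against day 0, a comparison that also parts the sequencing runs. Another time of day at collection between the genotypes stays open as well, and the paper's text gives the light and dark cycle of the housing but not the hour of collection. A clock that BLM shifts by another amount in KO was not tested.

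Muscle genes were higher in KO on day 7. Fewer infiltrating cells in KO would raise all resident cells alike, and the tables argue against this as the whole source, since the median of endothelial markers was 0.286 where that of muscle genes was 1.26. More heart or vein muscle of the same kind in the KO samples would raise genes made by it alone by the same fold. The 13 tested heart muscle genes all had log2 fold changes above 0 but from 0.33 to 2.60. These were more unequal than their errors allow (heterogeneity chi-square 57.9, which takes genes as independent). Of 6 abundant ones Ttn (1.38), Actc1 (1.26), Myl4 (1.27) and Myl7 (1.09) lay near the median of 1.27. Tnnt2 (0.34, adjusted p = 0.337 from edgeR) and Myh6 (0.33, adjusted p = 0.409) lay far below and did not pass. Whether other cells make part of these transcripts was not tested, so the unequal folds do not decide this. The library mix cannot be told apart from genotype on day 7, since 0 WT mice were in the mix of the KO mice, and day 0, with all mice in 1 mix, does not decide it: the summed heart and vein muscle genes were at 101 ± 21.9 CPM in WT and 227 ± 120 CPM in KO (SD, n = 3; 332, 251 and 96.0 CPM in the KO mice, at most 125 CPM in WT), but the muscle list did not pass (0 of 8 genes called, adjusted p = 0.379 from camera), and its median of 0.47 was smaller than the 1.02 of another split of the mice. More muscle of another make-up in KO samples, by dissection or in the animals, stays open, and the skeletal muscle genes were high in 1 KO mouse alone (864 CPM in KO mouse 1 against at most 20.7 CPM in WT), without which the median of the muscle list was 1.11.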

How the results depend on the processing

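None of the results of the design changed direction in the alternatives run. With DESeq2 20 genes differed on day 0 and 324 on day 7, without a filter on low counts 67 on day 0, with a filter of 0.5 CPM in 1 library 67 on day 0, with an adjusted p under 0.1 17 on day 0 and 1061 on day 7, and with the mouse number as a block 39 on day 0. Whether mice of the same number belong together is not known. Their deviations from the mean of their own genotype correlated across genes at r of 0.252, 0.0357 and 0.171 on day 0. On day 7 r was −0.167, −0.0444 and −0.0138. On day 0 mice 1 of both genotypes matched each other best, as did mice 3, and on day 7 no number matched itself best. With the estimated correlation the mTORC1 list (median −0.16) and, on day 0, the miR-26a targets (0.16) no longer passed, and with fry the latter did not pass either (0.16). The PI3K-Akt list, which did not pass in the main test, passed in preranked GSEA (normalized enrichment score −1.68). Without both mice of lowest total on day 7, a setting chosen after the totals were seen, it passed (−0.14), as did the miR-26a targets (−0.088), and the share of variance between the genotypes was 53.8%, where chance gives 33.3% with 4 mice and 20% with 6 (exact permutation test, p = 0.333). Without its matrix proteins the PI3K-Akt enrichment was 1.22-fold. The cause of these changes was not tested.

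With each mouse left out in turn, the count of genes ran from 1 to 116 on day 0, from 260 to 597 on day 7 and from 74 to 324 in the interaction, and the share between genotypes from 23.7% to 34.7% on day 0, where chance gives 25% with 5 mice. On day 7 the median of the mTORC1 list ran from −0.17 to −0.14, that of the PI3K-Akt list from −0.11 to −0.027 and that of the miR-26a targets from −0.19 to −0.016 (from 0.10 to 0.24 on day 0), and the PI3K-Akt enrichment from 1.91 to 3.89. Values that changed sign, for genes by more than the standard error, did so mostly without KO mouse 1 on day 0: the fibrotic matrix ran from −0.12 to 0.29, activated fibroblasts from −0.12 to 0.61, Col1a1 from −0.38 to 0.68, Smad3 from −0.047 to 0.42, Acta2 from −0.54 to 0.71, Pecam1 from −0.26 to 0.27 and Timp1 from −0.52 to 0.29. On day 0 Ccn2 ran from −0.41 to 0.079 (highest without WT mouse 1) and Cd3e from −0.48 to 0.46 (highest without WT mouse 2), and on day 7 the neutrophil list from −0.011 (without KO mouse 2) to 0.86 and Ptprc from −0.36 to 0.064 (highest without KO mouse 3). None of these genes was called in the main test on the day given for it. The cause was not tested.

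Of 172 results for named genes (a gene on a day or in the interaction), 144 kept direction and call with DESeq2, 25 lost the call and 3 gained it, and with the block 164 kept them. With a mouse left out, 126 (without WT mouse 2 or KO mouse 3) to 150 (without WT mouse 1) of 167 kept them. Of 41 other results for lists that passed (a list on a day), 41 did so with RLE in place of TMM and in GSEA, 10 with fry and 0 with the estimated correlation. RLE left every result of the design on its side of the threshold. In simulated data of this depth with 3 mice per group, changes of 2-fold on day 0 were recovered in 68% (raised) and 38% (lowered) of the changed genes, and how far depth, the number of mice or their spread sets these shares was not tested.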

Differences from the paper's values

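No value compared with the paper's differed beyond the larger of the replicate spread and a 1.5-fold ratio in the main setting. For Pten, at about 1.2-fold in the figure, this rule also accepts no change at all, so it cannot tell agreement from none. For the PI3K-Akt enrichment it sets a list written from general knowledge against the paper's KEGG analysis. The values compared are figure values, since the paper's text prints none for them. By qPCR the paper reports higher Pten mRNA in KO mice on day 7 (about 1.2-fold in Fig. 4B, read by eye, as a ratio of medians in 5 mice per group). In the sequencing counts Pten was at a log2 fold change of 0.12 on day 7 (standard error 0.15, adjusted p = 0.717 from edgeR), 1.09-fold, and did not pass. The 95% interval from −0.19 to 0.43 includes the paper's size, and no alternative calls the gene, with a fold from 1.01 to 1.13 over the settings. Timp1 was 4.47-fold higher in WT (about 3.0-fold in the figure, read by eye), and beyond a 1.5-fold ratio from it, at 4.56-fold to 5.27-fold, without WT mouse 1, WT mouse 2, KO mouse 1 or KO mouse 2, and at 5.70-fold without both mice of lowest total, a setting chosen after the totals were seen. The paper's qPCR was normalized to internal controls, for which its methods name Rn18s and Actb, and the counts here by TMM. In these counts Actb itself had a log2 fold change of −0.44 in KO on day 7 and did not pass. How far the normalization moves the Timp1 and Pten folds was not tested. The PI3K-Akt enrichment of 2.43-fold (about 3.4-fold in the figure) lay beyond that ratio at an adjusted p under 0.1 (2.09-fold), without the matrix proteins (1.22-fold) and without KO mouse 2 (1.91-fold). With the 500 most variable genes on day 7 the PC1 axis held 60.5% of the variance and the PC3 axis 10.4%, where the figure gives 40% and 19%.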

Other observations

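Of the tests in this part, those of the matrix proteins, the shared mTORC1 members, Pten and the seed sites, and the splits of the seed sites, were chosen after the result was seen (leaving the matrix proteins out was planned as an alternative, and its use as a test of this explanation was not), and the test of the mTORC1 list was narrowed to shared members after its value was seen.

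Besides the fibrosis genes, lungs of KO mice on day 7 held lower mRNA of genes listed for monocyte-derived macrophages, chemokines, the interferon response and the cell cycle. Whole-lung counts do not show where the macrophages came from, nor tell fewer cells from less mRNA per cell. Of 23 macrophage markers, 0 were higher and 13 lower (0 and 17 adjusted over the list alone), among them C1qc, a chain of complement C1q, at −1.53 and the transcription factor Mafb at −1.23. Of 30 cytokines and chemokines, 1 was higher and 11 lower (2 and 16 adjusted over the list alone), among them Cxcl13, which attracts B cells, at −3.02. Of 47 genes of the interferon response, 0 were higher and 16 lower (0 and 24 adjusted over the list alone), with a median of −0.49 (adjusted p = 7.85e-09 from camera, and 0.347 with an estimated correlation); the ubiquitin-like Isg15 was at −1.41 and Ifi27l2a at −0.94. Cell cycle genes followed, where 0 were higher and 12 lower (0 and 27 adjusted over the list alone) of 44, among them the kinase Cdk1 at −1.20 and the centromere protein Cenpf at −1.26. Markers of transitional alveolar cells, which appear between AT2 and AT1 cells in injured lungs, did the same: of 16, 0 were higher and 8 lower (0 and 11 adjusted over the list alone), among them Sfn at −1.36. Neither Il1b (−0.19, adjusted p = 0.785 from edgeR) nor the epithelial Epcam (0.06, adjusted p = 0.895) passed, nor did Cd4 (0.35, adjusted p = 0.715) on day 7 or Cd8a on day 0 (−0.13, adjusted p = 0.988). Actb, an internal control of the paper's qPCR, was at −0.44 (adjusted p = 0.0755 from edgeR), with all KO values below the WT values; it did not pass, but did with DESeq2, with the mouse number as a block and without WT mouse 3.

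Several lists of epithelial and resident cells were higher in KO on that day, while AT1 cells (median 0.11, adjusted p = 0.268 from camera), smooth muscle cells and pericytes (0.15, adjusted p = 0.205), mesothelial cells (0.23, adjusted p = 0.777) and alveolar macrophages (0.40, adjusted p = 0.354) did not pass. Of 15 AT2 markers, 11 were higher and 0 lower (14 and 0 adjusted over the list alone), with a median of 0.80 (adjusted p = 3.86e-11 from camera, and 0.338 with an estimated correlation); the surfactant protein Sftpa1 was at 1.26 and the lipid transporter Abca3 at 1.23. Club cells had 4 of 11 higher and 0 lower (8 and 0 adjusted over the list alone), at a median of 0.71 (adjusted p = 2.77e-05 and 0.347), with Cyp2f2 at 1.27. Ciliated cells, with 2 of 14 higher, had a median of 0.42 (adjusted p = 0.000819 and 0.351), and one of 0.27 without WT mouse 3. Endothelial cells, with 6 of 23 higher, had a median of 0.29 (adjusted p = 1.68e-05 and 0.342), and fibroblasts, with 7 of 20 higher and 1 lower, one of 0.33 (adjusted p = 0.00227 and 0.347). Xenobiotic and glutathione metabolism had a median of 0.66 (adjusted p = 6.08e-11 and 0.338), with 12 of 31 higher, and mitochondrial genes one of 0.26 (adjusted p = 0.00366 and 0.347), with 3 of 11 higher, on the day when the shares of mitochondrial counts of the KO mice all lay above those of the WT mice. The muscle genes Tnni3 (1.47), Actc1 (1.26) and Myl4 (1.27) were higher, and 10 of 17 in all. B and plasma cells had a median of 0.33 (adjusted p = 0.0267 and 0.528), with Jchain (1.98), Igkc (1.43) and Igha (1.97) higher; the list did not pass without WT mouse 3 (adjusted p = 0.193) or KO mouse 3 (adjusted p = 0.0588, median 0.17) and was at 0.52 without WT mouse 2.

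Further lists passed on day 7 only by a little. Neutrophils had a median of 0.50 (adjusted p = 0.0456 and 0.351), lost without WT mouse 1, WT mouse 2 or KO mouse 3 (adjusted p from 0.0548 to 0.351; −0.01 without KO mouse 2, 0.23 without WT mouse 2 and 0.86 without WT mouse 3). p53 targets had one of −0.29 (adjusted p = 0.0220 and 0.347), lost without WT mouse 2 or 3 or KO mouse 2 or 3 (adjusted p from 0.0631 to 0.0858; −0.15 without WT mouse 3). Dendritic and mast cells had one of −0.07 (adjusted p = 0.0456 and 0.347), lost without any mouse but KO mouse 2 (adjusted p from 0.0548 to 0.206; −0.46 without KO mouse 2). The clock list (median 0.18, adjusted p = 0.349 from camera) and the immediate early genes (median −0.11, adjusted p = 0.169; 2 higher and 8 lower) did not pass, with members in both directions.

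Before BLM, further lists passed with the preset correlation and lost their call without single mice. Mesothelial cells had a median of 0.60 (adjusted p = 0.00336 from camera, and 0.411 with an estimated correlation), lost without KO mouse 1 (adjusted p = 0.101), smooth muscle cells and pericytes one of 0.33 (adjusted p = 0.00924 and 0.581), lost without WT mouse 2 (adjusted p = 0.0966) or KO mouse 1 (adjusted p = 0.564, median 0.16), and activated fibroblasts one of 0.36 (adjusted p = 0.0362 and 0.741), lost without WT mouse 2 or 3 (adjusted p from 0.0737) and at −0.12 without KO mouse 1. B and plasma cells had a median of −0.38 (adjusted p = 0.000266 and 0.581) and sterol synthesis one of −0.22 (adjusted p = 0.00437 and 0.430), both lost without WT mouse 1 (adjusted p = 0.146, medians −0.15 and −0.13). T and NK cells had a median of −0.21 (adjusted p = 0.00800 and 0.620), lost without WT mouse 1 or KO mouse 1 (adjusted p from 0.362 to 0.640), and erythroid cells and platelets one of −0.78 (adjusted p = 0.0362 and 0.769), lost without WT mouse 1, KO mouse 1 or KO mouse 2 (adjusted p from 0.186 to 0.645).

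On day 7, 648 genes passed in the real groups of mice, and at most 2 in the other 9 splits into 3 and 3; on day 0, 9 passed, and at most 2 in the others. The size of the median of the mTORC1 list was 0.157, and at most 0.103 in the others. In each of these results 1 of the 10 splits, the real one, gave as much. The PI3K-Akt enrichment was 2.43-fold, and 0 in the others. As at most 2 genes passed there, that comparison was fixed by the gene count and adds nothing to it. For the median of the PI3K-Akt list (0.066) 5 of the 10 splits gave as much (highest other 0.101), and for that of the miR-26a targets on day 7 (0.073) also 5 (highest other 0.181); on day 0 (0.164) 1 did (highest other 0.119). The 10 splits are too few for a share under 0.05.

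One hypothesis was that matrix proteins of the fibrotic response account for the PI3K-Akt enrichment. Without them it was 1.22-fold (one-sided Fisher's exact test, p = 0.352), with 7 genes called where 5.74 would fall by chance. As 9 of the 16 called genes were already seen to be matrix proteins, taking these out had to lower the fold. The result restates that count and adds no support to the hypothesis. Another was that the lower mTORC1 list comes from members it shares with lists of dividing cells, macrophages and inflammation. Without these 10 members the median of the 184 others was −0.14 (camera p = 0.0143, and p = 0.0693 with an estimated correlation). The 10 members are thus not the whole source, but so few could hardly move the list, and the test says little more. A change in cell types through other members was not tested. More Pten mRNA in KO as the source of the lower list could not be decided, since Pten was at 0.12 with a 95% interval from −0.19 to 0.43.

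A further hypothesis was that the loss of repression through the miR-26a seed site raises the genes that hold it. The controls were 973 other orders of the same 8 bases, without CG, ACTTGA or TACTTG. For each sequence, the mean log2 fold change of its genes was set against that of all other searched genes, adjusted for UTR length and expression. On day 0 this difference was 0.064 for the miR-26a site. Of the 973 controls 0 gave as much (highest 0.054), which the hypothesis would give. Among the splits of the mice 3 of 10 gave as large a difference of medians as the 0.066 observed (highest other 0.13), and 10 splits are too few for a share under 0.05. On day 7 the adjusted difference was 0.040 for the site, and 69 of 973 controls (7.09%) gave as much. There 7 of 10 splits gave as large a difference of medians as the 0.023 observed (highest other 0.075), so the test could not decide. Genes called on both days numbered 5, where 0.43 would be called by chance, and 1 of them had the same sign; across 11025 genes the effects of the days correlated at r = −0.0542 (Spearman's rho −0.0129), and genes are not independent replicates.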
